# KIF1A promotes neuroendocrine differentiation in prostate cancer by regulating the OGT-mediated O-GlcNAcylation

**DOI:** 10.1038/s41419-024-07142-2

**Published:** 2024-11-06

**Authors:** Qianqian Zhou, Muyi Yang, Jiawei Fu, Xinyu Sun, Jiajia Wang, Hanwen Zhang, Jing Hu, Bo Han

**Keywords:** Prostate cancer, Glycosylation

## Abstract

Neuroendocrine prostate cancer (NEPC) arises from prostate adenocarcinoma after endocrine treatment failure and implies lethality and limited therapeutic options. Deciphering the molecular mechanisms underlying transdifferentiation from adenocarcinoma to NEPC may provide valuable therapeutic strategies. We performed a pan-cancer differential mRNA abundance analysis and identified that Kinesin-like protein (KIF1A) was highly expressed in NEPC. KIF1A knockdown impaired neuroendocrine(NE) features, including NE marker gene expression, stemness, and epithelial–mesenchymal transition (EMT), whereas KIF1A overexpression promoted these processes. Targeting KIF1A inhibited the growth of NE differentiated prostate cancer (PCa) cells in vitro and in vivo. Mechanistically, KIF1A bound with O-linked N-acetylglucosamine transferase (OGT) and regulated its protein expression and activity. Nuclear accumulation of OGT induced by KIF1A overexpression promoted intranuclear O-GlcNAcylation of β-catenin and OCT4 in nucleus. More importantly, our data revealed that OGT was critical for KIF1A induced NE differentiation and aggressive tumor growth. An OGT inhibitor, OSMI-1, can significantly inhibited NE differentiated PCa cell proliferation in vitro and tumor growth in vivo. Our findings showed that KIF1A promotes NE differentiation to NEPC by regulating the OGT-mediated O-GlcNAcylation. Targeting O-GlcNAcylation may impede the development of NEPC for a group of PCa patients with elevated KIF1A expression.

## Background

Neuroendocrine prostate cancer (NEPC) is a highly aggressive form of prostate cancer (PCa), which is commonly characterized by typical neuroendocrine (NE) markers such as ENO2, SYP, and CHGA, but no or low levels of androgen receptor (AR) and AR-regulated genes [1, 2]. De novo NEPC occurs rarely, while nearly 20% metastatic castration-resistant prostate cancer (mCRPC) develop small-cell neuroendocrine pathologic features after potent endocrine therapy through a transdifferentiation mechanism [3]. NEPC tumors do not rely on AR signaling and are insensitive to endocrine therapy. Dissecting the molecular mechanisms of transdifferentiation from adenocarcinoma to NEPC may unveil targetable vulnerability and novel therapeutic strategies in NEPC.

There are multiple genetic alterations in NEPC, including mutations in *TP53*, *RB1*, and *PTEN* [4, 5], as well as amplification of *N-MYC*, *AURKA*, etc [6, 7]. *TP53* and *RB1* loss increases expression of NE markers, stem cell reprogramming factors, and epigenetic regulators, which leads to epigenetic reprogramming toward a stem cell-like state and ultimately facilitates NEPC formation [4, 5]. Lee et al. demonstrated that N-MYC drives NEPC initiated from human prostate epithelial cells and Dardenne et al. indicated that N-MYC drives the NEPC phenotype and EMT molecular program [8, 9]. Meanwhile, other drivers/regulators of NEPC also appear to be overexpressed, including MUC-1, BRN2, SOX2, ONECUT2, EZH2, SRRM4, SPINK1, etc [9–13]. MUC1-C facilitates NEPC progression by integrating activation of the MYC and NF-κB p65 pathways with inhibition of p53 to promote epithelial–mesenchymal transition (EMT), stemness and NE transdifferentiation [10]. Bishop et al. identified BRN2 as a major driver of NEPC, which promotes NE differentiation by synergistically regulating neural progenitor cells specific targets such as OCT4 and SOX2 [14, 15]. However, the mechanism underlying transdifferentiation of CRPC and the development to more-aggressive NEPC remains largely uncharacterized. Here, we integrated a selected panel of datasets and performed a comprehensive pan-cancer analysis to identify potential important genes of NE differentiation, and identified Kinesin-like protein (KIF1A) as a potential regulator to promote NE differentiation.

KIF1A is a major axonal transport motor protein, involved in the selection and regulation of dense core vesicle, lysosomal and synaptic vesicle trafficking [16, 17]. It has been reported that KIF1A is an important regulator of nervous system [18, 19]. The group of neurological disorders caused by mutations in the *KIF1A* gene in human are known as KIF1A-associated neurological disorders, with a diverse range of signs, manifesting as mental retardation, spasticity and epileptic seizures [20]. Of note, overexpression of KIF1A has been shown to be associated with a variety of malignancies. For example, elevated KIF1A is associated with poor survival prognosis and immune infiltration in ovarian cancer [21]. Intriguingly, we found that KIF1A was significantly upregulated in NE transdifferentiation of PCa. We established a substantial relationship between KIF1A and OGT mediated O-GlcNAcylation in transdifferentiation process. Moreover, KIF1A mediated aggressive growth and transdifferentiation could be blocked by O-GlcNAcylation inhibitor, suggesting that O-GlcNAcylation-directed therapy may benefit patients with NEPC.

## Methods

### Patients and tissue specimens

This study included two cases of PCa from Shandong University Qilu Hospital (Jinan, China) in 2021, which progressed from adenocarcinoma to NEPC after treatment with androgen deprivation therapy (ADT). The PCa biopsy specimens before and after treatment were used for immunohistochemistry. Moreover, 5 small cell lung cancer (SCLC) and 5 non-small cell lung cancer (NSCLC) cases were also included in our study. This study was approved by Shandong University Medical Research Ethics Committee (Document No. ECSBMSSDU2021-1-61) and informed consent was obtained from each patient.

### Cell lines and regents

Human PCa cell lines (DU145, LNCaP, C4-2B, 22RV1 and NCI-H660) and HEK293T were obtained from the American Type Culture Collection (ATCC, Virginia, USA) and cultured following the manufacturer’s recommendations. LNCaP-AI cells were established by culturing LNCaP cells in phenol red-free RPMI1640 medium (Thermo Fisher Scientific, USA) containing 10% charcoal-stripped FBS (Gibco, USA) for over 12 months. Routine contamination with mycoplasma was detected using the PlasmoTest Mycoplasma Test Kit (InvivoGen, USA). Authentication of the cells was performed by short tandem repeat analysis. Cells were treated with the protein synthesis inhibitor cycloheximide (Sigma-Aldrich, USA), proteasome inhibitor MG132 (MedChemExpress, USA), the AR pathway inhibitor enzalutamide (MedChemExpress, USA) or docetaxel (MedChemExpress, USA).

### Plasmids and cell transfection

KIF1A (Gene ID: 547; vector: PcDNA3.1), OGT (Gene ID: 8473; vector: PcDNA3.1) cDNA expression vectors were purchased from Biosune Biotech. Lipofectamine 3000 (Invitrogen, USA) was used following the manufacturer’s instructions. The effect of transfection efficiency was confirmed by Western blot. Cell lines that constitutively express control shRNA, shKIF1A were selected by 2 mg/mL puromycin in the culture medium for 2 weeks. Human Lenti-OGT and its control were obtained from Genecopoeia. Blasticidin was used to select LNCaP-AI cells for stable overexpression of OGT. siRNA and shRNA sequences were shown in Supplementary Table 1. The effect of transfection efficiency was confirmed by quantitative real‑time PCR and Western blot. Information of the primers and antibodies used in the tests were shown in Supplementary Table 2–3.

### Immunohistochemistry

Immunohistochemistry was carried out as described previously [22, 23]. The tissue slides were incubated with the indicated primary antibodies overnight at 4 °C. Primary antibodies were listed in Supplementary Table 3. More detailed information of the immunohistochemistry procedure was included in Supplementary Materials and Methods.

### Xenograft studies in nude mice

4-6-week-old male nude mice were purchased from Weitonglihua Biotechnology (Beijing, China). 1 × 10^7^ LNCaP-AI cells with shSCR/shKIF1A/shKIF1A+OGT treatment were suspended in 100 μl of PBS with 50% matrigel and injected subcutaneously into the mice. A xenograft model was used to assess the effect of OSMI-1 on tumor growth in vivo. LNCaP-AI cells were subcutaneously injected into nude mice and the nude mice were randomly divided into control (DMSO), OSMI-1 (1 mg/kg, intravenously) after 7 days (n = 6/group). Each group was intravenously administered every other day for 4 weeks. Tumor volume (0.5×length×width^2^) was measured twice a week. The experimental protocols were performed following the Ethical Animal Care and Use Committee of Shandong University (Document No. ECSBMSSDU2021-2-126).

### RNA sequencing and bioinformatics analysis

Microarray-based human gene expression profiling (Kang Cheng, Shanghai, China) was used to compare the mRNA expression profiles of LNCaP and LNCaP-AI cells. The RNA-sequence and microarray data in this study have been deposited in Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo) with the accession number GSE266283. The expressed genes were analyzed for enrichment of biological themes using Gene Set Enrichment Analysis (GSEA; http://software.broadinstitute.org/gsea/index. jsp). Datasets of GSE104786, GSE32967, GSE59986, GSE90891, GSE118207, GS40275, GSE11969 and GSE30219 were downloaded from the GEO database (http://www.ncbi.nlm.nih.gov/geo). KIF1A expression in NSCLC and SCLC cell lines was downloaded from Cancer Cell Line Encyclopedia(https://sites.broadinstitute.org/ccle/). Beltran 2016 and SU2C 2019 datasets were downloaded from cBioPortal for Cancer Genomics(https://www.cbioportal.org/). The heatmap was visualized using algorithms at Bioinformatics (https://www.bioinformatics.com.cn/).

### Statistical analysis

All results were expressed as the mean ± SD. Statistical analysis was carried out using GraphPad Prism 7 or the SPSS 20.0 software. One-way ANOVA or two-tailed unpaired *t* test was used to calculate statistical significance between groups. Correlation between two expression groups was measured by Pearson’s r. *p* values were considered to be significant as follows: *p <0.05; **p <0.01; ***p <0.001 and ****p <0.0001.

## Results

### KIF1A overexpression is associated with NE phenotype

To identify potential important genes related to NEPC, we performed differential mRNA abundance analysis in four different NEPC datasets including patient samples, patient-derived xenograft (PDX) models, genetically engineered mouse model (GEMM) and cell lines. Details about the bioinformatic analysis were reported in the Supplementary Fig. 1. Finally, fifteen genes were up-regulated in NEPC samples compared to controls across these four datasets (Supplementary Fig. 1). Considering the shared genomic and epigenetic alteration features between NEPC and SCLC, we next performed validation of these 15 candidate genes in three independent datasets containing SCLC patient samples as well as the Cancer Cell Line Encyclopedia (CCLE) dataset. Of these 15 candidates, ten genes were up-regulated (Fold change>1.5 & *p* <0.05) in SCLC relative to NSCLC (Fig. 1A, Supplementary Fig. 1). In order to identify the most plausible molecules, we calculated the effect sizes (Cohen’s *d*) of these ten molecules individually in Beltran 2016 cohort, thus filtering out the molecules with the highest differences between NEPC and CRPC. Among them, *KIF1A*, which had the largest Cohen’s *d* value in landmark NEPC dataset [24], was selected for further analyses (Fig. 1A, Supplementary Table 4). As shown in Fig. 1B, KIF1A expression was higher in NEPC patient samples than those of localized prostatic adenocarcinoma. Meanwhile, compared to CRPC, the expression of KIF1A was increased in NEPC patient samples and PDX models (Fig. 1C, D). Particularly, KIF1A was up-regulated during the construction of LTL331R PDX model which mimicked the progression of PCa from adenocarcinoma to NEPC through castration (Fig. 1E). Transcriptome data showed that KIF1A was strongly up-regulated in DKO and TKO GEMMs, which developed aggressive PCa with increased lineage plasticity and NE features than *PTEN* knockout (SKO) GEMMs (Fig. 1F). The expression of KIF1A in NEPC cell lines EF1 and NCI-H660 was higher than that in other PCa cell lines (Fig. 1G). In the before mentioned four SCLC datasets, *KIF1A* expression was up-regulated in SCLC compared to NSCLC (Supplementary Fig. 2A–D). We detected KIF1A expression in PCa cell lines and found that KIF1A expression was higher in NEPC cells NCI-H660 compared to other PCa cells LNCaP, DU145, C4-2B and 22RV1 (Fig. 1H). Importantly, we analyzed KIF1A expression by immunohistochemistry in two PCa cases, where the pre-endocrine treatment tissue was adenocarcinoma, while the post-treatment tissue displayed NEPC. Immunohistochemistry showed that KIF1A expression was elevated in post-treatment NEPC tissue compared to pre-treatment adenocarcinoma tissue (Fig. 1I). These data suggested that KIF1A expression was significantly upregulated in NEPC. In addition, bioinformatic analysis showed that *KIF1A* was positively related with NEPC score (Fig. 1J, SU2C 2019) and NE markers (Fig. 1K, Labrecque 2019; Fig. 1L, Beltran 2016). *KIF1A* also showed positive correlation with genes promoting NE feature (*SOX2*, *SRRM4*, etc.) and negative correlation with NE feature repressor *REST* (Fig. 1L, M, Supplementary Fig. 2E–S). Collectively, these data suggested that *KIF1A* is up-regulated in NEPC and associated with NE features.

**Fig. 1:**
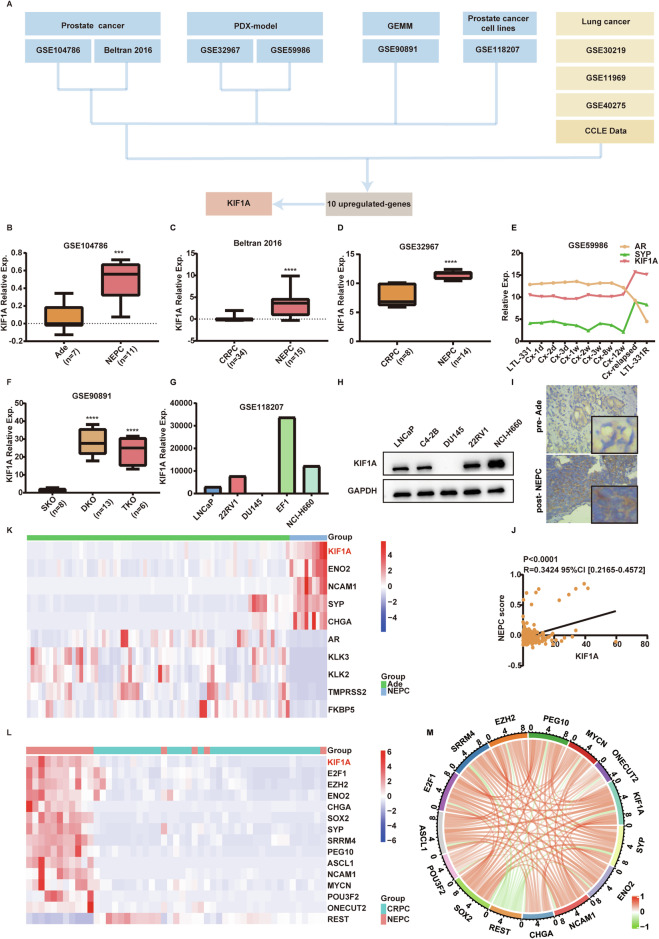
KIF1A overexpression is associated with NE phenotype. **A** A summary of dataset integration and the pipeline for putative driver gene selection. **B**, **C** Expression of *KIF1A* in NEPC patient samples compared with CRPC or Ade in GSE104786, Beltran 2016 dataset. **D** Expression of *KIF1A* in NEPC PDX models compared with CRPC. **E** Expressions of *KIF1A*, *AR*, and *SYP* during the transformation from Ade (LTL331) to NEPC (LTL331R) after castration in GSE59986 dataset. **F** Expressions of *KIF1A* in different GEMMs in GSE90891 dataset. **G** The expressions of KIF1A across different PCa cell lines in GSE118207 dataset. **H** KIF1A protein levels in LNCaP, C4-2B, DU145, 22RV1 or NCI-H660 cells. **I** Representative images showing immunohistochemistry staining for KIF1A in Ade and NEPC cases. **J** The Pearson’s *r* correlation coefficient between *KIF1A* and NEPC score in SU2C 2019 cohort. NEPC score was calculated as described previously [24]. **K** Heatmap showing expression of KIF1A, AR signal pathway and NE associated genes in GSE126078 dataset. **L** Heatmap showing expression of KIF1A and NE associated genes in Beltran 2016 cohort. **M** Circos plot displaying the interconnectivity among NE associated genes and KIF1A. The thickness and color of the strip indicated the correlation coefficient in Beltran 2016 cohort. All results were presented as the mean ± SD. ***p <0.001, ****p <0.0001, based on Student’s t test. PDX patient-derived xenograft, GEMM genetically engineered mouse model, Ade adenocarcinoma.

### KIF1A overexpression induces NEPC phenotype

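RNA-seq values of LNCaP and LNCaP-AI cells were analysed. LNCaP is an established human prostate cancer cell line whose growth depends on androgen, and LNCaP-AI is an androgen-independent line derived from it by long-term culture without androgen. There were 3 LNCaP cultures in full serum and 3 LNCaP-AI cultures in charcoal-stripped serum, from which steroids have been removed. The paper describes no separate derivations of LNCaP-AI cells and names the use of this single line as a limitation. The p-values below therefore rest on the spread between replicate cultures. They do not measure how separate derivations of such a line would differ. The paper gives a culture time of over 12 months for LNCaP-AI cells, while the sample labels give 6 months for both groups. The paper's methods call the profiling of these cells microarray-based, while the legend of Fig. 2 names RNA-seq and the labels describe Illumina TruSeq libraries from total RNA. The paper's text does not name the aligner, the counting program, the read filters or the use of strand information. The authors deposited FPKM (fragments per kilobase of gene, scaled by library size) for 58735 genes in 6 libraries, and the gene identifiers and coordinates matched GENCODE 29 on GRCh38.

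FPKM multiplied by the gene length was a whole multiple of a fixed step in each library, which gave the number of reads behind each value. On genes, LNCaP replicates 1 to 3 had 16289268, 15444642 and 16118228 reads (median 16118228). LNCaP-AI replicates 1 to 3 had 16750002, 16700050 and 18102309 reads (median 16750002). The library size used in the FPKM was between 0.973 and 1.07 times these totals, above them in the LNCaP and below them in the LNCaP-AI libraries, so the deposited values include a scaling that the paper's text does not name. A gene of 1 kb with 3 reads, the number taken as the limit of detection, had an FPKM between 0.170 and 0.187 depending on the library, a limit that covers counting error only.

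The values were used on the deposited scale and compared as log2(FPKM + 1) with limma in the 17010 genes with a mean FPKM of at least 0.5. A pseudocount of 1 makes a fold change on this scale smaller than the ratio of FPKM in genes with low values. At a Benjamini-Hochberg adjusted p under 0.05, 4389 genes were higher and 4741 were lower in LNCaP-AI cells. Of these, 1103 higher and 645 lower genes had an absolute log2 fold change of at least 1. The LNCaP and LNCaP-AI values did not overlap in 10433 of the tested genes (61.3%), against the 10% that chance gives for 3 against 3. After rescaling each library to the same total (TPM), 3280 genes were higher and 6576 lower. The share of higher genes among those called was 33.3% in TPM and 48.1% on the deposited scale. The median log2 fold change of all tested genes was -0.20 in TPM and -0.03 on the deposited scale. The first principal component of the 6 libraries held 79.5% of the variance and separated LNCaP from LNCaP-AI cells.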

To characterize the role of KIF1A in NEPC phenotype, we established LNCaP-AI cell line by culturing androgen-sensitive LNCaP cells in androgen deprivation conditions for one year as previously described [13, 25]. We observed a morphological change from an epithelial phenotype to a NE-like phenotype, characterized by an increase of the nuclear to cytoplasmic ratio and an approximately fourfold increase in the length of neuron-like dendritic protrusions (Fig. 2A, B). Compared to LNCaP cells, LNCaP-AI cells demonstrated down-regulated AR signaling, increased NE marker expression and NEPC genomic feature, including positive enrichment of neuronal, EMT and hypoxia genes (Fig. 2C, D, Supplementary Fig. 3A–E). 

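Of the genes of Fig. 2C, KLK3 (ENSG00000142515, chromosome 19 of GRCh38 from 50854915 to 50860764), which encodes prostate-specific antigen, went from an FPKM of 144 ± 10.7 to 1.60 ± 0.0485 (SD, n = 3 each). This was a log2 fold change of -5.80 (adjusted p = 1.70e-08, limma with Benjamini-Hochberg adjustment). Its neighbour KLK2 (ENSG00000167751, chromosome 19 from 50861568 to 50880567) had an FPKM of 25.0 ± 1.28 in LNCaP and 0.281 ± 0.0301 in LNCaP-AI cells (SD, n = 3 each), and the latter rested on 26, 30 and 35 reads per library. For TMPRSS2 (ENSG00000184012, chromosome 21 from 41464551 to 41531116) the FPKM was 36.0 ± 1.13 in LNCaP and 15.1 ± 0.747 in LNCaP-AI cells (SD, n = 3 each). FKBP5 (ENSG00000096060, chromosome 6 from 35573585 to 35728583) had 6.92 ± 0.168 FPKM in LNCaP and 5.38 ± 0.406 FPKM in LNCaP-AI cells (SD, n = 3 each). Its log2 fold change was -0.31 (adjusted p = 0.00769, limma with Benjamini-Hochberg adjustment), and the adjusted p was at most 0.0312 when any one library was left out.

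Among the NE associated genes of Fig. 2C that passed the expression filter, ENO2 (ENSG00000111674, chromosome 12 from 6913745 to 6923698) changed most. It went from 3.77 ± 0.197 FPKM in LNCaP to 31.5 ± 2.83 FPKM in LNCaP-AI cells (SD, n = 3 each). Its log2 fold change was 2.77 (standard error 0.0792, adjusted p = 7.26e-07 from limma with Benjamini-Hochberg adjustment). ENO2 overlaps LRRC23 on the same strand, and how the authors assigned reads in the overlap is not stated. PEG10 (ENSG00000242265, chromosome 7 from 94656325 to 94669695) rose from 11.3 ± 0.974 to 25.6 ± 0.499 FPKM (SD, n = 3 each), a log2 fold change of 1.12. PEG10 is the last gene in a run of 25 neighbouring coding genes on chromosome 7 whose median log2 fold change was 0.60 relative to coding genes. MUC1 (ENSG00000185499, chromosome 1 from 155185824 to 155192916) had 0.429 ± 0.115 and 1.38 ± 0.136 FPKM (SD, n = 3 each), with a log2 fold change of 0.74 (adjusted p = 0.00121, limma with Benjamini-Hochberg adjustment). NCAM1 (ENSG00000149294, chromosome 11 from 112961247 to 113278436) was below the expression filter and was not in the limma test. It had 13, 4 and 15 reads in the LNCaP libraries and 46, 38 and 45 reads in the LNCaP-AI libraries, and its mean FPKM was 4.05-fold higher in LNCaP-AI cells. SRRM4 (ENSG00000139767, chromosome 12 from 118981495 to 119163051), also below the filter, had 0, 0 and 1 reads against 6, 3 and 6 reads, at least 1.65-fold higher in LNCaP-AI cells. For each of these genes of Fig. 2C the 3 LNCaP-AI values lay on one side of the 3 LNCaP values (exact permutation test on FPKM, two-sided, p = 0.1, the smallest p that 3 against 3 allow).

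**Figure D1:**
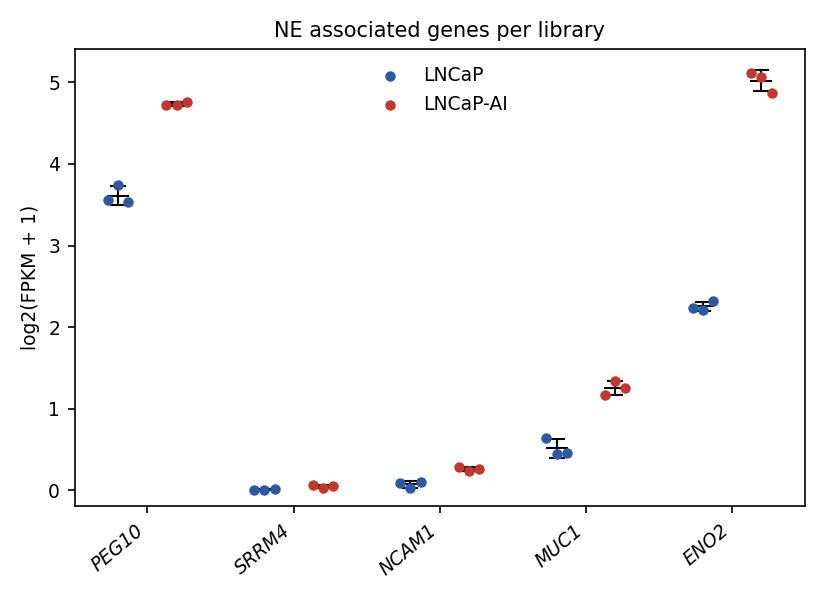
Expression of the NE associated genes of Fig. 2C as log2(FPKM + 1) on the vertical axis, with 1 point per library, LNCaP in blue and LNCaP-AI in red, and bars for the mean and SD of 3 libraries. The LNCaP-AI points lie above the LNCaP points, with the FPKM of NCAM1 and SRRM4 close to 0.

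Expression of gene groups was tested with lists of androgen response, hypoxia, epithelial-mesenchymal transition (EMT) and neuronal genes. The lists were written from general knowledge of such genes and differ from the gene sets of the paper's GSEA, which were not used here. The test was camera of limma, which asks whether the genes of a list moved against the other tested genes, with a preset correlation of 0.01 and adjustment over 6 lists. The 135 hypoxia genes tested had a median log2 fold change of 0.44 relative to all genes (adjusted p = 4.59e-06, camera). Among them 75 were higher and 25 were lower in LNCaP-AI cells, and 102 passed when adjusted over the list alone against 100 over all genes tested. The 102 EMT genes tested had a relative median of 0.59 (adjusted p = 9.15e-07, camera), with 67 genes higher and 21 lower and 89 past the threshold when adjusted over the list alone against 88. Of the 91 neuronal genes 30 passed the filter and 28 had no more than 3 reads in any library. The relative median of those tested was 0.35 (adjusted p = 0.0952, camera), with 16 genes higher and 8 lower and 25 past the threshold when adjusted over the list alone against 24. In TPM the neuronal list passed the threshold (adjusted p = 0.0235, camera), and its adjusted p ranged from 6.18e-04 to 0.328 over the alternatives. The androgen response list did not pass camera, with a relative median of -0.04 over 91 genes (adjusted p = 0.366), and over the alternatives, which include other list tests, its adjusted p ranged from 2.36e-04 to 0.672. It held 32 higher and 36 lower genes, with 71 past the threshold when adjusted over the list alone against 68. The calls depend on the list test and on the assumed correlation between genes. With fry, all 6 lists passed. Its directional p-value was used, which asks whether the genes of a list tended to move in a common direction. Unlike camera, fry does not compare them with the other genes. With the correlation estimated from the data no list passed after adjustment, and the unadjusted p was under 0.05 for EMT (0.0115) and for a list of sterol synthesis genes (0.0254). The largest rises within the lists were those of FOS (0.154 ± 0.0272 to 10.0 ± 0.466 FPKM) for hypoxia, IL32 (0.980 ± 0.166 to 49.2 ± 4.67 FPKM) for EMT and RIMS1 (0.859 ± 0.196 to 15.8 ± 1.40 FPKM) for the neuronal list (SD, n = 3 each).

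**Figure D2:**
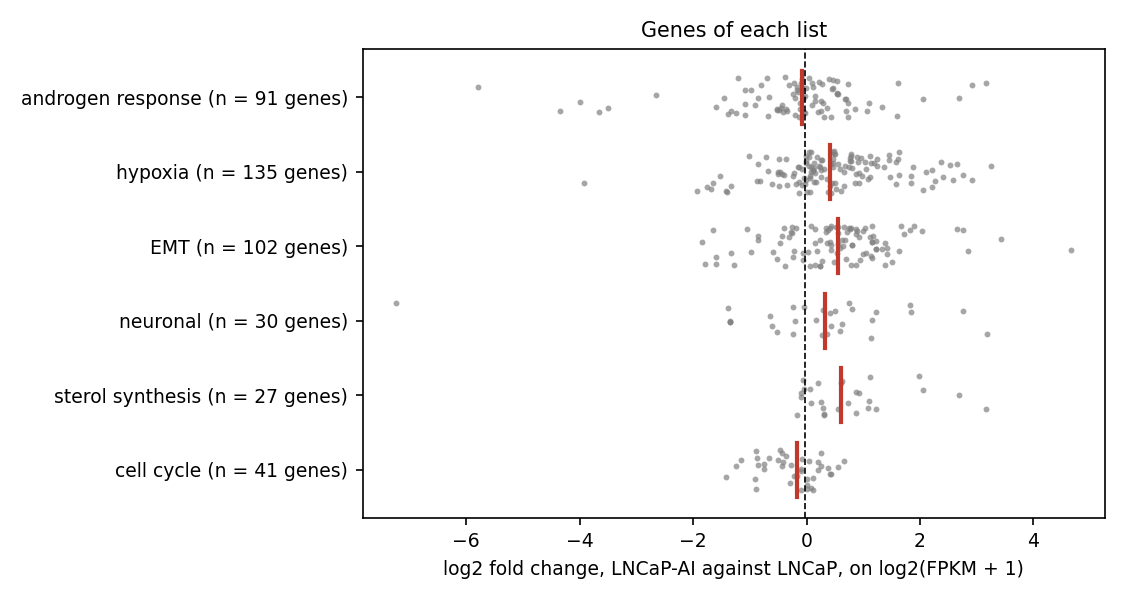
Log2 fold changes of the tested genes of each list, LNCaP-AI against LNCaP on log2(FPKM + 1), with 1 point per gene, the list's median as a red bar and the median of all tested genes as a dashed line. The medians of the hypoxia, EMT, neuronal and sterol synthesis lists lie right of the dashed line, while the androgen response list has its largest changes on both sides.

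From the NE associated genes of Fig. 2C and the GSEA of Fig. 2D and Supplementary Fig. 3, the paper states that NE marker expression was higher in LNCaP-AI cells, with the features of NEPC. Its evidence is not RNA alone. The paper also shows NE marker proteins by Western blot (Fig. 2F) and describes an NE-like cell shape with longer protrusions (Fig. 2A, B). Protein and cell shape were not measured in these libraries.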

LNCaP-AI cells also showed enhanced proliferation, migration, invasion capabilities (Supplementary Fig. 3F–H). More importantly, LNCaP-AI cells were less sensitive to enzalutamide and docetaxel compared to LNCaP cells (Fig. 2E, Supplementary Fig. 3I). Of note, both protein and mRNA levels of KIF1A were significantly elevated in LNCaP-AI cells compared to LNCaP cells (Fig. 2F–H).

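KIF1A (ENSG00000130294), a kinesin motor protein gene, lies on the minus strand of chromosome 2 of GRCh38 from 240713761 to 240821036. Its FPKM was 16.1 ± 0.0751 (SD, n = 3) in LNCaP cells and 17.9 ± 0.932 (SD, n = 3) in LNCaP-AI cells, a ratio of 1.11. The LNCaP libraries had 16.0, 16.1 and 16.2 FPKM from 4648, 4321 and 4508 reads. The LNCaP-AI libraries had 18.3, 18.6 and 16.9 FPKM from 4986, 5119 and 4988 reads. The value of LNCaP replicate 1 corresponds to 4648.12 reads, while none of the other values in the table, which holds 352410 in all, departed from a whole number of reads by more than 0.00707. The log2 fold change was 0.15 (standard error 0.0568, unadjusted p = 0.0372 from limma). It did not pass the threshold over all genes tested (adjusted p = 0.0657, limma with Benjamini-Hochberg adjustment). Over the genes named in the paper and OGA alone it did (adjusted p = 0.0479, limma with Benjamini-Hochberg adjustment). Each LNCaP-AI library was higher than each LNCaP library (exact permutation test, two-sided, p = 0.1).

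The call depended on the scaling of the libraries. In TPM the log2 fold change was -0.03 (adjusted p = 0.720, limma), but the median of all tested genes was also lower in TPM. Relative to that median KIF1A was at 0.17 in TPM and on the deposited scale, so the change of sign comes from the common scale and not from KIF1A itself. After quantile normalization it was 0.17 (adjusted p = 0.0340, limma) and after median-ratio scaling 0.20 (adjusted p = 0.0186, limma). Over all alternatives the adjusted p of limma ranged from 0.0186 to 0.720. LNCaP-AI replicate 3 was close to the LNCaP libraries, and without it the log2 fold change was 0.19 (adjusted p = 0.0388, limma).

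**Figure D3:**
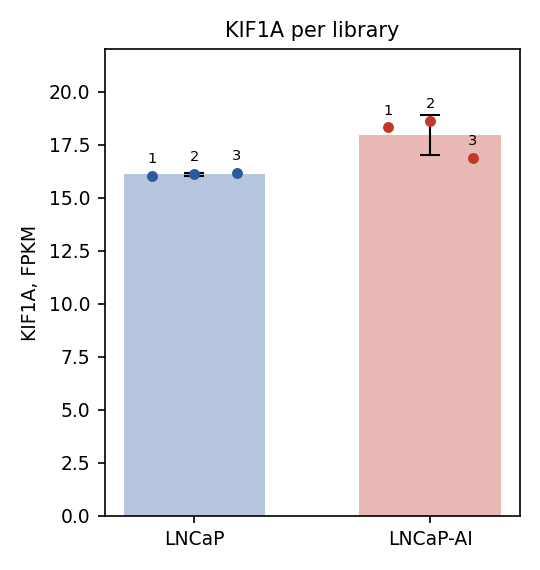
FPKM of KIF1A on the vertical axis in LNCaP and LNCaP-AI cells, with 1 numbered point per library, bars for the mean of 3 libraries and error bars for the SD. The 3 LNCaP points lie together at 16.0 to 16.2 FPKM and LNCaP-AI replicate 3 at 16.9 FPKM is the nearest to them.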

**Fig. 2:**
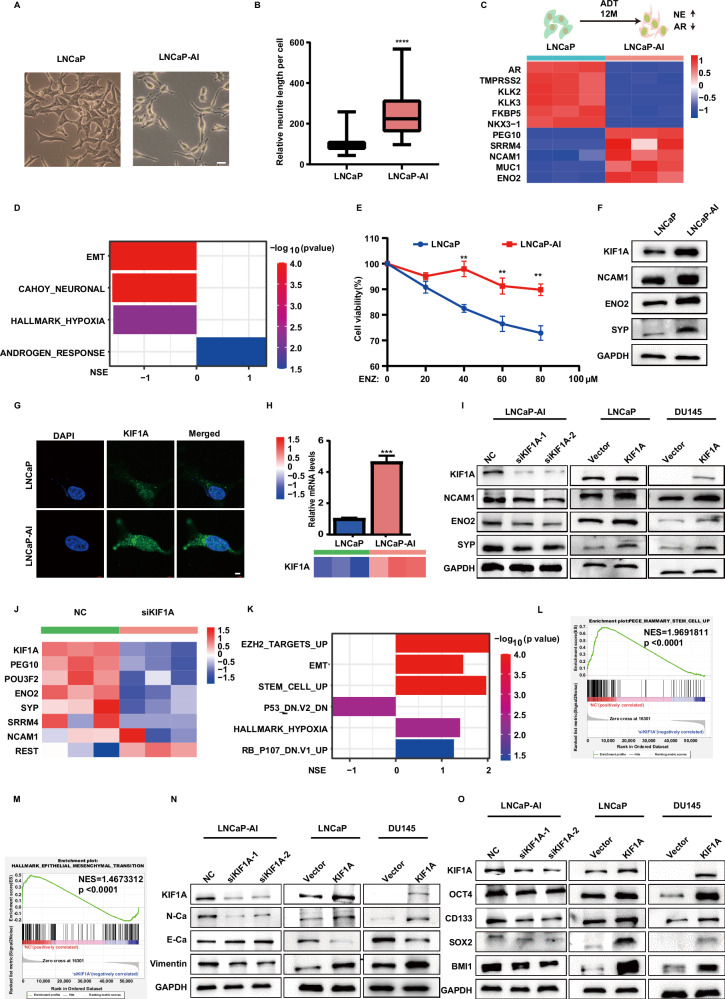
KIF1A overexpression induces NEPC phenotype. **A** The morphology of cells was imaged by Zeiss light microscope, Scale bar = 20 μm. **B** Quantitative result of protrusions length in LNCaP or LNCaP-AI cell. **C** Heatmap of AR signaling and NE associated genes in LNCaP cells or LNCaP-AI cells. **D** Gene sets significantly enriched in LNCaP cells compared to LNCaP-AI cells. NES and *p* value were reported. **E** Cell viability measured in the indicated cell lines by CCK-8 assay. LNCaP and LNCaP-AI cells were treated with titrated doses of ENZ for 3 days. **F** NE markers and KIF1A protein levels in LNCaP or LNCaP-AI cell. **G** Representative images of immunofluorescence of KIF1A in LNCaP or LNCaP-AI cells. Cells were imaged by confocal microscopy. Scar bar = 5 μm. **H** The mRNA levels of KIF1A in LNCaP/LNCaP-AI cells. The mRNA was first measured by RNA-seq (lower panel) and then validated through qPCR (upper panel). **I** Western blot of NE markers (NCAM1, ENO2, SYP) and KIF1A in indicated PCa cells with KIF1A overexpression or knockdown. **J** Heatmap showing NE associated genes expression in indicated LNCaP-AI cells. siKIF1A-2 were utilized as siKIF1A. **K** Gene sets significantly enriched in high- KIF1A group (NC) compared to siKIF1A in LNCaP-AI cells. NES and *p*value were reported. **L** GSEA of the EMT hallmark genes in NC and siKIF1A LNCaP-AI cells. **M** GSEA of the stem cell up-regulated genes in NC and siKIF1A LNCaP-AI cells. **N** Western blot of KIF1A and EMT markers in indicated PCa cells with KIF1A overexpression or knockdown. **O** Western blot of KIF1A and stemness related genes in indicated PCa cells with KIF1A overexpression or knockdown. All results were presented as the mean ± SD. ****p <0.0001, based on Student’s t test. ADT androgen deprivation therapy, ENZ enzalutamide, NSE normalized enrichment score.

We then applied small interfering RNA to deplete KIF1A mRNA in LNCaP-AI cells and overexpressed KIF1A expression in LNCaP and DU145 cells. KIF1A knockdown decreased expression of NE marker (NCAM1, ENO2, and SYP) in LNCaP-AI cells, while KIF1A overexpression increased those protein expression in LNCaP and DU145 cells (Fig. 2I). Transcriptome sequencing was used to compare the mRNA expression profiles in control (NC) and KIF1A knockdown (siKIF1A) LNCaP-AI cells. Compared with control, KIF1A knockdown reduced mRNA levels of NE associated genes (ENO2, SYP, POU3F2, SRRM4, etc.), while it increased the mRNA level of REST (Fig. 2J). GSEA showed that *P53* and *RB* down-regulated genes, EZH2 target genes and hypoxia related genes, which were associated with NEPC, were enriched in the control cells (Fig. 2K, Supplementary Fig. 4A–D). Of note, GSEA revealed that EMT related genes (*p* <0.0001) and stem cell up-regulated genes (*p* <0.0001) were significantly enriched in the control cells (Fig. 2L-M). Meanwhile, knockdown of KIF1A increased the expression of E-cadherin (epithelial marker), but decreased the expression of Vimentin and N-cadherin (mesenchymal marker) in LNCaP-AI cells (Fig. 2N). Similarly, a significant decrease of E-Cadherin and increase of Vimentin and N-Cadherin were observed in KIF1A overexpressed LNCaP and DU145 cell compared to control, highlighting an important role of KIF1A in EMT (Fig. 2N). Moreover, knockdown of KIF1A in LNCaP-AI cells resulted in downregulation of stemness related molecules, while overexpression of KIF1A in LNCaP and DU145 cells induced expression of those molecules (Fig. 2O). Collectively, these data suggested that KIF1A promotes the stemness and EMT, which in turn contributed to NEPC phenotype.

### KIF1A is required for aggressive growth of NE transdifferentiated PCa cell in vivo and in vitro

We subsequently investigated whether KIF1A expression affects the aggressiveness of LNCaP-AI cells. Knockdown of KIF1A significantly inhibited cell proliferation assessed by CCK-8 assay (Fig. 3A) and EDU assays (Fig. 3B, C). Inhibition of KIF1A also led to the decrease of cell migration, invasion, colony formation and sphere formation ability in LNCaP-AI cells (Fig. 3D–I). Overexpression of KIF1A in LNCaP and DU145 cells resulted in accelerated cell proliferation, migration, invasion and sphere formation compared to control (Fig. 3J–M, Supplementary Fig. 5A–D). Furthermore, KIF1A depletion in LNCaP-AI cells xenografts in nude mice inhibited growth of xenograft tumors (Fig. 3N–R). The mean tumor volume in the LNCaP-AI xenografts with KIF1A knockdown was 79.15 ± 16.83 mm^3^, while the control group was 383.5 ± 51.69 mm^3^ (*p* <0.0001) (Fig. 3O, P). The mean tumor weight in the LNCaP-AI xenografts with KIF1A knockdown was 0.0226 ± 0.0056 g, which was significantly lower than that in the control group with the mean tumor weight of 0.4234 ± 0.03369 g (*p* <0.0001) (Fig. 3Q). H&E staining showed that the xenograft tumors derived from LNCaP-AI cells displayed morphological features resembling small cell neuroendocrine carcinoma, including hyperchromatic nucleus and decreased cytoplasm of tumor cells and more necrosis than xenograft with KIF1A knockdown (Fig. 3R, Supplementary Fig. 5E). Meanwhile, immunohistochemistry for KIF1A, AR, Ki67, NCAM1 and SYP was performed in LNCaP-AI cells xenograft tumors (Fig. 3R). Xenografts from both groups exhibited similar low intensity of AR staining, while NE markers and the Ki67 index were decreased in the shKIF1A group (Fig. 3R). In summary, these results revealed that KIF1A acts as a promoter of aggressive cancer progression in NE transdifferentiated PCa cells.

**Fig. 3:**
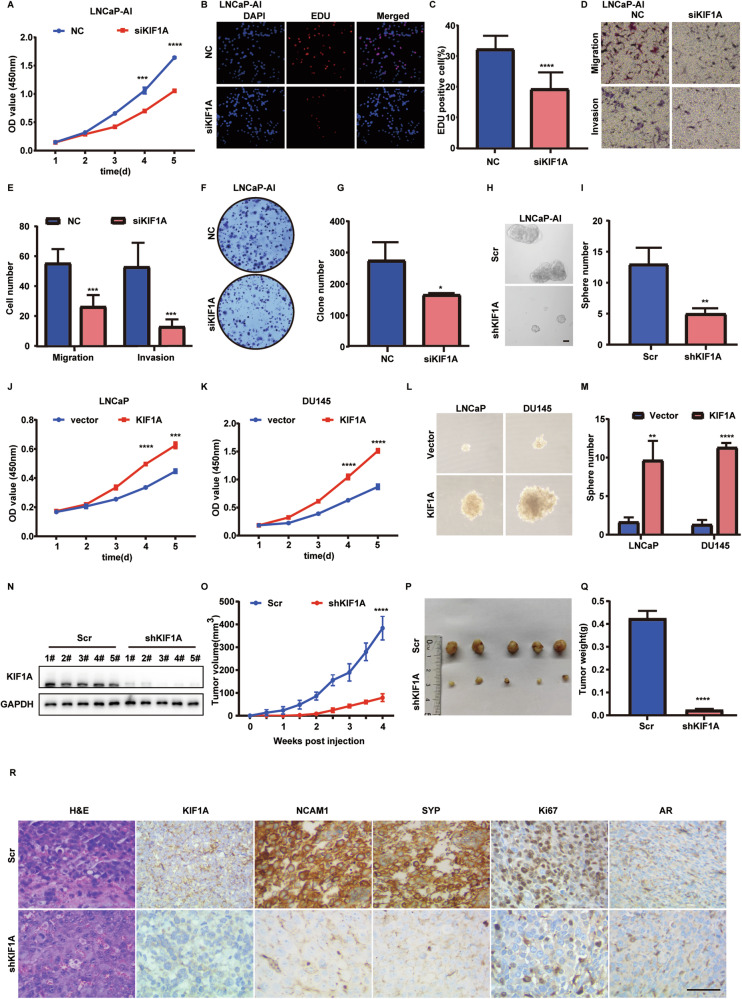
KIF1A is required for aggressive growth of NE transdifferentiated PCa cell in vitro and in vivo. **A** Cell viability assessed by CCK-8 assay after transfection at different time points in LNCaP-AI cells. NC/siKIF1A: KIF1A was knockdown in LNCaP-AI cells by transfection of siRNA targeting KIF1A (siKIF1A) or a negative control (NC). **B**, **C** Representative images and quantitative results of EDU assay in indicated LNCaP-AI cells from three independent experiments. **D**, **E** Representative images and quantitative results of transwell migration and matrigel invasion assays in LNCaP-AI cells with KIF1A ablation from three independent experiments. **F** Colony formation assay of indicated LNCaP-AI cells. **G** Quantitative analysis of colony number from three independent experiments. **H** Sphere formation assay of LNCaP-AI cells. **I** Quantitative results of sphere formation assays in LNCaP-AI cells from three independent experiments. Indicated cells were dissociated to single cells under suspension culture conditions in the presence of 20 ng/ml EGF, 10 ng/ml bFGF, and 2% B27 supplement. Spheroids with diameter >75 μm were counted. Scale bar = 40 μm. Scr/shKIF1A: LNCaP-AI cells were transfected with shRNA targeting KIF1A (shKIF1A) or a negative control (Scr). **J**, **K** Cell viability assessed by CCK-8 assay after transfection at different time points in indicated PCa cells. **L** Sphere formation assay of LNCaP and DU145 cells. **M** Quantitative results of sphere formation assays in LNCaP and DU145 cells from three independent experiments. **N**, **O** Effect of KIF1A on tumorigenesis in vivo evaluated with xenografts model. LNCaP-AI cells with stable expression of Scr/shKIF1A subcutaneously injected into nude mice. Measurement of stable transfection efficiency (**N**), The growth curve (**O**), Representative images of xenograft tumors (**P**), Tumor weight (**Q**). **R** Representative images showing H&E staining and immunostaining for KIF1A, Ki67, SYP, NCAM1 and AR in LNCaP-AI xenograft tumors. Scale bar = 100 μM. All results were presented as the mean ± SD. of three independent experiments. *p <0.05, **p <0.01, ***p <0.001, ****p <0.0001, based on Student’s t test.

### KIF1A binds to OGT and stabilizes OGT protein

The AR signaling pathway plays a crucial role in PCa, and many AR repressive genes (e.g. SPINK1) promote NE transdifferentiation under ADT [13]. However, KIF1A expression was not regulated by AR signaling and vice versa (Supplementary Fig. 6A–D). To explore the molecular mechanism, we performed Immunoprecipitation (IP) and mass spectrometry analysis to screen for KIF1A-binding proteins in LNCaP-AI cells. A total of 1333 proteins bound to KIF1A were identified (Supplementary Table 5), and 57 proteins were determined to be neurologically related by querying protein functions using the Uniprot database (https://www.uniprot.org/). Four of those molecules were associated with stemness, including PRDX1, ANP32E, KDM1A and OGT, while only KDM1A and OGT had previously been shown to regulate EMT [26]. Immunofluorescence and coimmunoprecipitation (Co-IP) assays confirmed that KIF1A bound to OGT in HEK293T, LNCaP and LNCaP-AI cells (Fig. 4A–D). Of note, the interaction between KIF1A and OGT was more abundant in LNCaP-AI cells compared to LNCaP cells. Moreover, Western blot results and immunofluorescence assays showed an increase of OGT expression in LNCaP-AI cells (Fig. 4C, D). Overexpression of KIF1A induced upregulation of OGT in LNCaP cells, while knockdown of KIF1A resulted in downregulation of OGT in LNCaP-AI cells (Fig. 4E). We further interrogated the subcellular location of OGT protein induced by KIF1A. As demonstrated in Fig. 4F, G, KIF1A overexpression induced upregulation of OGT in the nucleus, while no changes were observed in the cytoplasm (Fig. 4F, G). Knockdown of KIF1A mainly resulted in downregulation of intranuclear OGT in LNCaP-AI cells (Supplementary Fig. 7C, D). However, quantitative real‑time PCR showed that KIF1A did not alter mRNA expression level of OGT (Supplementary Fig. 7E, F), which suggested a plausible post-translational modification. The proteasome inhibitor MG132 blocked the regulation of KIF1A for OGT, suggesting that KIF1A modulated OGT protein in proteasome degradation process (Fig. 4H). Next, we found that overexpression of KIF1A significantly prolonged the half-life of OGT proteins in LNCaP cells, while down-regulated KIF1A decreased the stability of OGT protein (Fig. 4I–L). Furthermore, the ubiquitination of OGT was found to be reduced in LNCaP cells with KIF1A overexpression, while knockdown of KIF1A resulted in an increase of OGT ubiquitination (Fig. 4M, N). We also found that the ubiquitination of OGT occurred mainly in the cytoplasm, where KIF1A affected binding of ubiquitin to OGT (Fig. 4O, P). These data indicated that KIF1A enhances OGT protein stabilization by evading degradation via the ubiquitin-proteasome pathway.

**Fig. 4:**
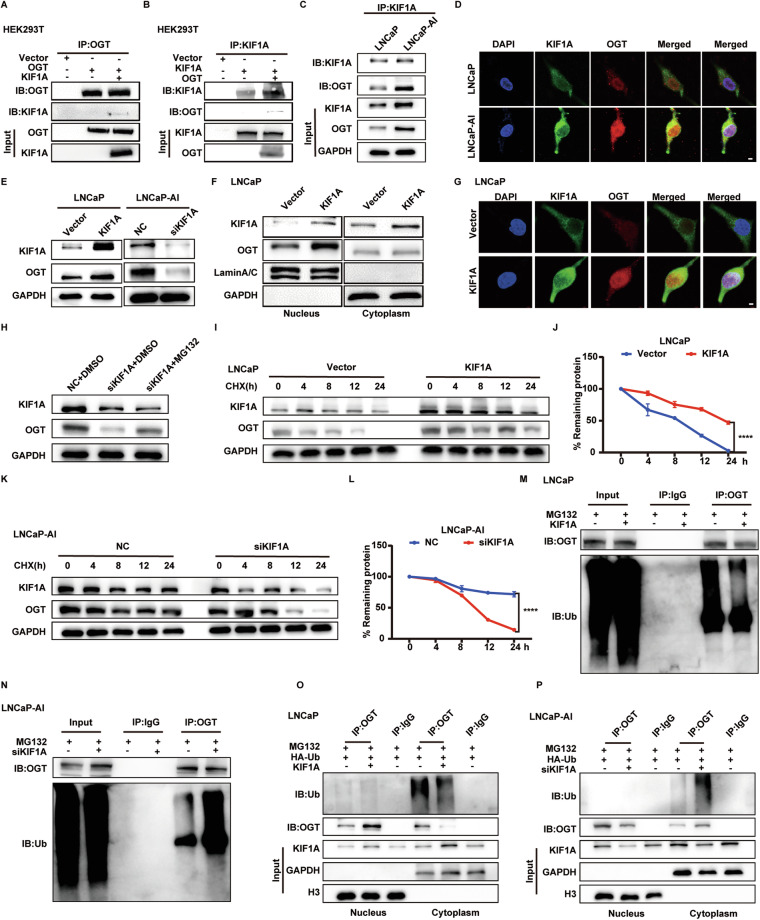
KIF1A binds to OGT and stabilizes OGT protein. **A**–**C** Co-IP assays of KIF1A and OGT in HEK293T and LNCaP-AI cells. **D** Representative images of immunofluorescence detection of KIF1A (green) and OGT (red) in LNCaP and LNCaP-AI cells. Cells were imaged by confocal microscopy. Scale bar = 5 μm. **E** Western blot of OGT and KIF1A in indicated PCa cells with overexpression/knockdown of KIF1A. **F** Nuclear/cytoplasmic expression of OGT and KIF1A in LNCaP cells with KIF1A overexpression. **G** Representative images of immunofluorescence detection of KIF1A (green) and OGT (red) in LNCaP cells with KIF1A overexpression. Cells were imaged by confocal microscopy. Scale bar = 5 μm. **H** Western blot of KIF1A and OGT in LNCaP-AI cells with knockdown of KIF1A. After 48 h of transfection, LNCaP-AI cells were treated with 20 μM MG132 or an equivalent dose of DMSO for 24 h. **I**–**L** Protein half-life assays in indicated PCa cells with knockdown/ overexpression of KIF1A. After 48 h of transfection, cells were treated with 10 μg/mL CHX and collected at 0, 4, 8, 12 and 24 h. The protein levels of OGT were determined by Western blot and the densitometry of OGT was normalized by GAPDH of three independent experiments. **M**, **N** IP and Western blot of OGT ubiquitination in indicated PCa cells with knockdown/ overexpression of KIF1A. **O**, **P** IP and Western blot of OGT ubiquitination extracted from nucleus/cytoplasm in indicated PCa cells with knockdown/ overexpression of KIF1A. LNCaP/LNCaP-AI cells were treated with 20 μM MG132 for 24 h. ***p <0.001, based on Student’s t test.

### KIF1A regulates activity of OGT to promote intranuclear O-GlcNAcylation of OCT4 and β-catenin

To the best of knowledge, OGT is the only unequivocally O-glycosyltransferase [27, 28]. We further investigated OGT expression and O-GlcNAcylation level in NEPC. OGT mRNA levels were not statistically different in NE-related groups versus control in NEPC datasets (Supplementary Fig. 8). However, immunohistochemistry of pre- and post-treatment specimens from two NEPC patients showed that both O-GlcNAcylation levels and OGT expression were elevated in post-treatment NEPC tissue compared to pre-treatment adenocarcinoma tissue (Fig. 5A). Similar results were observed in SCLC cases when compared to NSCLC patients (Supplementary Fig. 9). Meanwhile, LNCaP-AI cell also exhibited higher whole protein O-GlcNAcylation levels and OGT expression in comparison with LNCaP cells (Fig. 5B). Furthermore, treatment of OSMI-1, an inhibitor of OGT O-glycosyltransferase activity, down-regulated protein expression of NE marker in LNCaP-AI cells (Fig. 5C), highlighting the plausible role of OGT and O-GlcNAcylation in NE transdifferentiation.

**Fig. 5:**
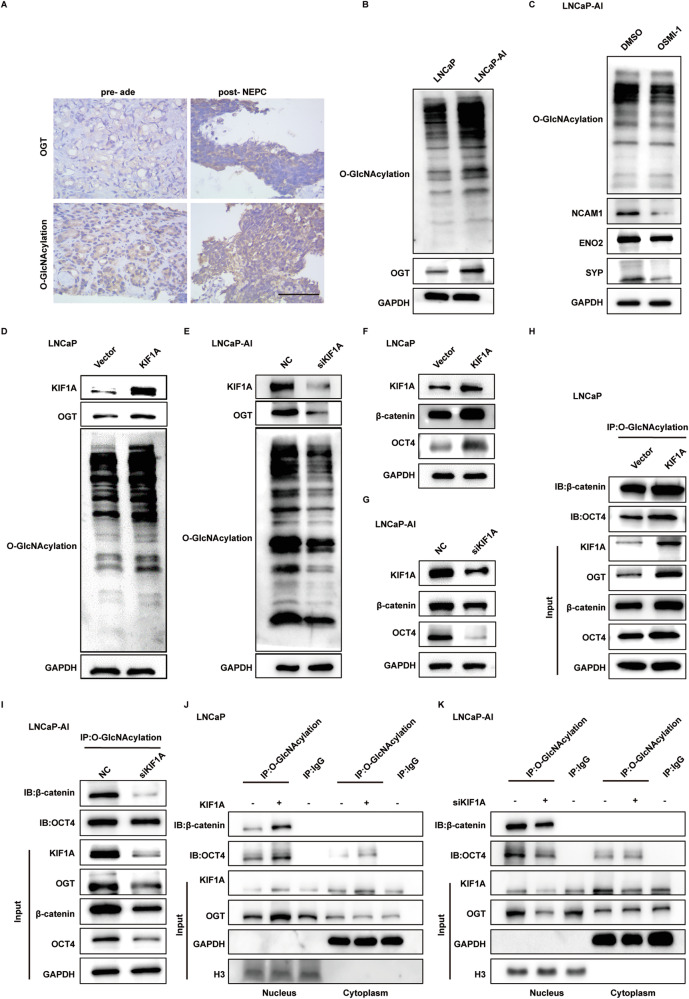
KIF1A regulates activity of OGT to promote intranuclear O-GlcNAcylation of OCT4 and β-catenin. **A** Representative images showing immunohistochemistry staining for O-GlcNAcylation and OGT in ade and NEPC. Scar bar = 100 μm. **B** Western blot of O-GlcNAcylation and OGT in LNCaP/LNCaP-AI cells. **C** O-GlcNAcylation and NE marker expression in LNCaP-AI cells measured by Western blot assays. LNCaP-AI cells were treated with 20 μM OSMI-1 or DMSO for 72 h. **D**, **E** Overall protein O-GlcNAcylation level in LNCaP/LNCaP-AI cells with KIF1A perturbation assessed by western blot assay. **F**, **G** Immunobloting analysis of indicated PCa cells showing changed in β-catenin and OCT4 protein level. **H**, **I** Detection of O-GlcNAcylated β-catenin and OCT4 protein in indicated PCa cells with overexpression or knockdown of KIF1A. **J**, **K** Subcellular detection of O-GlcNAcylated β-catenin and OCT4 in indicated PCa cells with overexpression/knockdown of KIF1A. ade, adenocarcinoma.

Overexpressed KIF1A in LNCaP cells not only elevated expression of OGT but also the overall O-GlcNAcylation level, while knockdown of KIF1A decreased that in LNCaP-AI cells (Fig. 5D, E). Perturbation of KIF1A expression also affected β-catenin and OCT4 expression and O-GlcNAcylation, both of which were modified by OGT in NE transdifferentiation process (Fig. 5F–I). Western blot results showed increased β-catenin and OCT4 expression as well as O-GlcNAcylation in KIF1A overexpressed LNCaP cells, while attenuated expression and O-GlcNAcylation in cells with KIF1A ablation (Fig. 5F–I). Given that KIF1A induced OGT nuclear accumulation, we sought to evaluate whether KIF1A would elicit O-GlcNAcylation of protein in nucleus. Overexpression of KIF1A in LNCaP cells resulted in an increase in the intranuclear O-GlcNAcylation levels of OCT4 and β-catenin (Fig. 5J), while knockdown of KIF1A decreased intranuclear O-GlcNAcylation levels of OCT4 and β-catenin in LNCaP-AI cells (Fig. 5K). These results suggested that KIF1A regulates activity of OGT and promotes intranuclear O-GlcNAcylation of OCT4 and β-catenin.

### OGT is essential for KIF1A induced NE phenotype and aggressive growth

To further validate the role of OGT in the NE transdifferentiation induced by KIF1A, we overexpressed OGT in KIF1A depleted LNCaP-AI cells. KIF1A knockdown resulted in decreased expression of NCAM1, ENO2 and SYP, while OGT overexpression restored the decreased expression of these NE markers (Fig. 6A). OGT overexpression abolished the effect of KIF1A knockdown, including the upregulation of E-cadherin and the downregulation of Vimentin and N-cadherin (Fig. 6B). Similarly, depletion of KIF1A in LNCaP-AI cells elicited decreased expression of stemness related genes and sphere formation ability, while OGT overexpression restored these capacities (Fig. 6C–E). Moreover, the decreased capability of cell proliferation, migration and invasion caused by KIF1A knockdown significantly increased with OGT overexpression (Fig. 6F–J). Overexpression of OGT also rescued the decreased tumor xenografts growth of LNCaP-AI cells induced by shKIF1A (Fig. 6K–N). The decreased Ki67 index and NE marker expression caused by KIF1A knockdown significantly increased with OGT overexpression (Fig. 6O). Moreover, OSMI-1 treatment inhibited cell proliferation, migration invasion and tumor growth in LNCaP-AI cells (Fig. 7A–H). However, the use of OSMI-1 in LNCaP-AI cells did not affect the AR signaling pathway, neither in terms of AR protein expression nor in the transcription of key downstream molecules (Supplementary Fig. 10A, B). These data suggested that OGT was essential for KIF1A induced NE transdifferentiation and aggressive growth. Collectively, we proposed that KIF1A facilitated NE transdifferentiation of prostatic adenocarcinoma via modulation of OGT and O-GlcNAcylation of OCT4 and β-catenin (Fig. 7I).

**Fig. 6:**
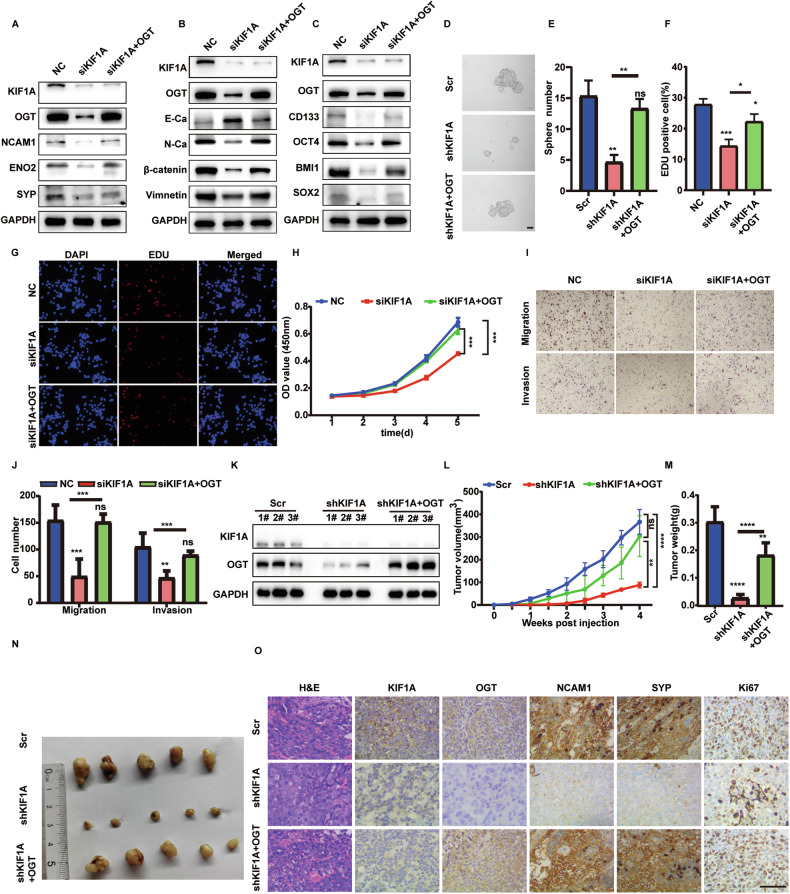
OGT is essential for KIF1A induced NE transdifferentiation and aggressive growth. **A**–**C** Western blot of indicated NE, EMT and stemness markers in LNCaP-AI cells upon KIF1A knockdown with or without OGT ectopic expression. **D**, **E** Representative image and quantification of sphere formation assay of indicated LNCaP-AI cells. LNCaP-AI cells stably transfected KIF1A shRNA with or without OGT ectopic expression were performed to sphere formation assays. Spheroids with diameter >75 μm were counted. Scale bars = 40 μm. **F**, **G** Representative images and quantification of EDU assay in indicated LNCaP-AI cells. **H** Cell viability assessed by CCK-8 assay at different time points in indicated LNCaP-AI cells. **I**, **J** Representative images and quantification of transwell migration and matrigel invasion assays in indicated LNCaP-AI cells. **K**–**M** Effect of KIF1A-OGT axis on tumorigenesis in vivo evaluated with xenografts model. LNCaP-AI cells stably transfected Scr/ shKIF1A /shKIF1A + OGT subcutaneously injected into nude mice. Measurement of stable transfection efficiency (**K**), The growth curve (**L**), Tumor weight (**M**), Representative image of xenograft tumors (**N**). **O** Representative images showing H&E staining and immunostaining for KIF1A, OGT, Ki67, SYP, NCAM1 in LNCaP-AI xenograft tumors as described in **K**–**M**. Scar bar = 100 μm. All results were presented as the mean ± SD. of three independent experiments. *p <0.05, **p <0.01, ***p <0.001, ****p <0.0001, based on Student’s t test.

**Fig. 7:**
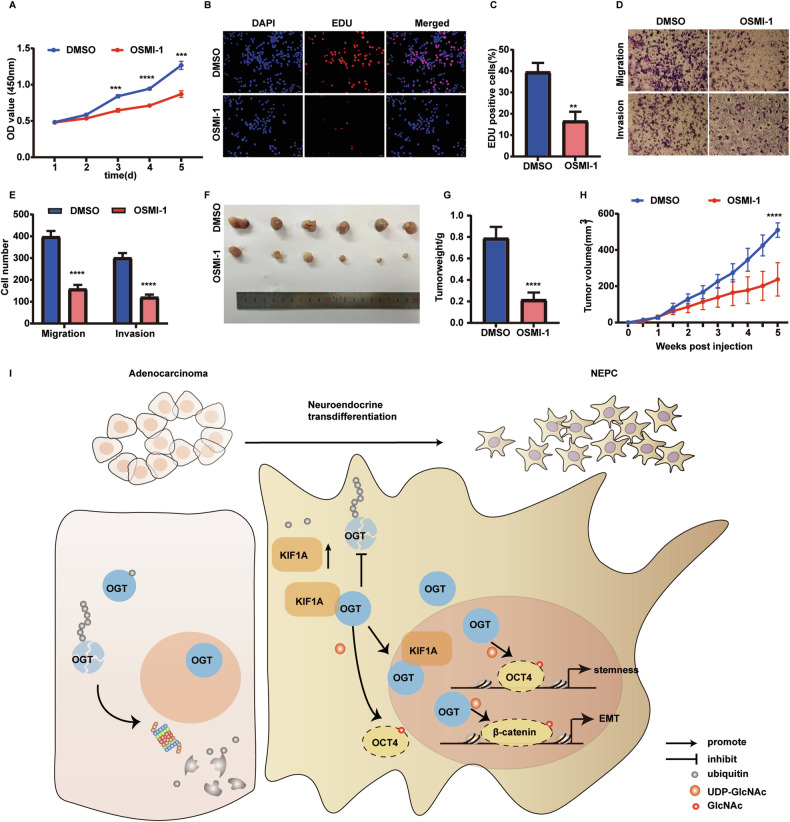
OSMI-1 inhibits aggressive growth of NE transdifferentiated PCa cell in vitro and in vivo. **A** Cell viability assessed by CCK-8 assay treated with 20 μM OSMI-1 or an equivalent dose of DMSO at different time points in LNCaP-AI cells. **B**, **C** Representative images and quantification of EDU assay in indicated LNCaP-AI cells with 20 μM OSMI-1 or an equivalent dose of DMSO for 72 h. **D**, **E** Representative images and quantification of transwell migration and matrigel invasion assays in indicated LNCaP-AI cells. **F**–**H** Effect of OSMI-1 on tumorigenesis in vivo evaluated with xenografts model. LNCaP-AI cells were subcutaneously injected into nude mice and the nude mice were randomly divided into control (DMSO), OSMI-1 (1 mg/kg, intravenously) after 7 days. Each group was intravenously administered every other day for 4 weeks. Representative images of xenograft tumors(**F**), Tumor weight (**G**), The growth curve (**H**). **I** Proposed model for KIF1A in promoting development of NEPC. Increased KIF1A forms complex with OGT escaping ubiquitin-proteasome mediated degradation to enhance OGT stabilization and nucleus accumulation. Moreover, intranuclear OGT regulates OCT4 and β-catenin O-GlcNAcylation to promote EMT and stemness, ultimately facilitates NE transdifferentiation to NEPC induced by KIF1A.

## Discussion

In this study, we found that the aberrant expression of KIF1A promotes aggressive phenotypes in PCa, including enhanced cell proliferation, metastasis, colony formation and NE-differentiated competency. We demonstrate that KIF1A promotes NE phenotype in vivo and in vitro cell line models and hypothesize important pathogenic role of KIF1A in NEPC. Previous studies have proven the critical role of KIF1A in the development of the nervous system, which powers the movement of nuclei in differentiating brain stem cells and transports synaptic precursors and dense core vesicles in axons [18, 29]. KIF1A dysfunction leads to severe neurodevelopmental and neurodegenerative diseases in human, such as optic nerve atrophy [30]. KIF1A promotion of NE transdifferentiation in PCa may be related to its critical role in neural development, which needs to be further explored. Admittedly, our findings are primarily based on in vivo and in vitro cell line models. Further validation in pre-clinical PCa organoid models and GEMMs are warranted.

OGT is the only known O-linked N-acetylglucosaminyl transferase primarily located in the cytoplasm and nucleus [27, 31]. It is aberrantly expressed in many cancers and contributes to several hallmarks of cancer, ranging from invasion and metastasis, evading apoptosis, sustained angiogenesis to epigenetic reprogramming [26, 28, 32–36]. Notably, overexpression of OGT is associated with poor prognosis in PCa [37]. OGT knockdown inhibits cell proliferation, migration, and invasion in PCa cell lines including PC3, LNCaP and C4-2B [38–40]. OSMI-1 increases the sensitivity of PCa cells PC3 to doxorubicin [41]. These findings support the potential value of OGT in advanced PCa. In this study, OGT overexpression reverses KIF1A-knockdown related phenotypes in LNCaP-AI cells, adding its potential role in PCa development to previous findings. Here, we found that KIF1A promotes nuclear translocation of OGT and inhibits its cytoplasmic ubiquitination, which is consistent with the reduced ubiquitination of OGT after TET3 recruits OGT into the nucleus [42]. Interestingly, immunohistochemistry shows that the levels of OGT and whole protein O-GlcNAcylation are upregulated in NEPC compared to adenocarcinoma, while OGT mRNA levels are not statistically different in NE-related groups versus control in NEPC datasets, suggesting the upregulation of OGT in NEPC is induced by enhanced protein stabilization rather than transcriptome alteration.

Accumulating evidences suggest that O-GlcNAcylation is associated with NE feature. Overexpression of OGT promotes self-renewal, differentiation and reprogramming efficiency of mouse embryonic fibroblasts via O-GlcNAcylation of the Yamanaka factors (c-myc, OCT4, SOX2, and KLF4) [43], while MUC1-C regulates lineage plasticity driving progression to NEPC via mediating the same Yamanaka factors [10]. It is plausible that increased O-GlcNAcylation promotes lineage plasticity through Yamanaka factors. OGT regulates β-catenin O-GlcNAcylation and facilitates EMT in liver, colorectal and pancreatic cancer [44–46]. OGT also promotes O-GlcNAcylation of the key components of the PRC1 (BMI1 and RING1B) and PRC2 (EZH2), which are important for stem cell-like phenotype and treatment resistance [40].

Many transcriptional regulator or epigenetic regulators have been associated with acquisition of lineage plasticity in PCa [8–14, 47]. However, most of these drivers are not currently feasible as pharmacological targets. We identified O-GlcNAcylation of these drivers in PCa with NE phenotype, suggesting the potential to utilize OGT inhibitors in this subset of PCa patients. The limitation of this study lies in the conclusions drawn from the use of (i) single cell line (LNCaP-AI) and (ii) xenograft models. Further assessment of efficacy of OSMI-1 in more sophisticated models, such as patients derived organoids or genetically engineered mouse models (GEMMs) would provide a more comprehensive evaluation of OGT inhibitors in the context of NEPC.

In this study, we elucidated a positive association between KIF1A expression and NE phenotype. Our findings indicated that KIF1A facilitates NE differentiation by regulating the OGT-mediated O-GlcNAcylation. Furthermore, targeting O-GlcNAcylation presents a promising therapeutic strategy to impede the development of NEPC.

## Supplementary information

Supplementary Materials and Methods

Supplementary tables

Supplementary Figures and Legends

Orignal Western blots

## Data Availability

All data and materials during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: KIF1A promotes neuroendocrine differentiation in prostate cancer by regulating the OGT-mediated O-GlcNAcylation
**Source:** Cell Death Dis. 2024 Nov 6;15(11):796. doi: 10.1038/s41419-024-07142-2
**Supplement:** Supplementary file 1 — Supplementary Materials and Methods

**Supplementary Materials and Methods**

**Immunohistochemistry**

PV9000 kit (Zsbio) was used to detect protein expression on 4μm paraffin sections. After dewaxing and hydration, sections were performed antigen retrieving in EDTA (pH 9.0) for 10 min (for OGT detecting) and citrate for 10min (for O-GlcNAcylation detecting) in a pressure cooker. The sections were incubated with 3% H2O2 for 10 minutes at room temperature to block endogenous. Nonspecific antibody binding was blocked by incubating with goat serum (ZLI-9056; Zsbio) for 30 min at room temperature. Slides were then incubated with anti-OGT (1:50, cat no.177941; Abcam), anti- O-GlcNAcylation (1:200, cat no.MA1-0721; Invitrogen) at 4 °C overnight. Slides were then washed and incubated with polymer helper for 20 min and polyperoxidase for 30 min. The sections were developed with the diaminobenzidine substrate kit (ZLI-9018; Zsbio) and observed under microscope.

Sections were evaluated by a pathologist in a blinded fashion. The overall result in each case was classified as negative if less than 10% of the tumor area was stained, and as positive if 10% to 100% of the tumor area was stained. In addition, the percentage of positive tumor cells on each section (10%-100%) was multiplied by the predominant staining intensity pattern (1, weak; 2, moderate; 3, strong); the total score could be up to 300 H points.

**RNA isolation and quantitative real‑time PCR analysis**

Total RNA was extracted using the TRIzol reagent (Thermo Fisher Scientific, USA) and reverse-transcribed with cDNA Reverse Transcription Kit (Toyobo, Japan) according to the manufacturer’s protocols. Quantitative real‑time PCR was performed using the SYBR Green mix (BIO-RAD, USA). Primers used for qRT-PCR were listed in **Supplementary Table 2**.

**Immunoprecipitation (IP), Co-Immunoprecipitation (Co-IP) and Western blot**

Western blot, Co-IP and IP assays were performed as previously described [24]. To determine the subcellular localization of OGT, nuclear and cytoplasmic protein was extracted using the Nuclear and Cytoplasmic Protein Extraction Kit (Beyotime Biotechnology, China) following the manufacturer’s instructions. The detailed information of antibodies was summarized in **Supplementary Table 3**.

**Cell proliferation, migration, invasion and colony formation analysis**Cellular proliferation capacitywas measured by Cell-Light™ EdU DNA Cell Proliferation (EdU) assays (Ribobio, China) and cck8(Ribobio, China) according to the manufacturer’s protocol. The transwell assay was used to measure the migration and invasion of PCa cells. For clonal experiments, cells were seeded at low density (500 cells/well) in a 6-well plate and allowed to grow until visible colonies appeared. Clones were counted within 2 weeks.

**Sphere formation assay**

For sphere formation assay, 3000 single cells/well were cultured in serum-free 1640 (Gibco, USA) supplemented with 2% B27 supplement (Thermo Fisher Scientific,USA), 20 ng/ml EGF (Yeasen Biotechnology (Shanghai), China) and 10 ng/ml bFGF (Yeasen Biotechnology (Shanghai), China) in ultralow attachment plate. Spheroids with diameter > 75 μm were counted.

**Immunofluorescence (IF)**

Cells were grown on glass coverslips in 24-well culture dishes and fixed with 4% paraformaldehyde for 30 min. After washing with 1×PBS, the cells were permeabilized with 0.1% Triton X-100 in 1× PBS for 10 min and blocked with 5% goat serum for 1 h at room temperature. The cells were then incubated with primary antibodies at 4 °C overnight. The detailed information of primary antibody was summarized in Supplementary Table 3. After washing with 1×PBS for 3 times, the cells were incubation with goat anti-mouse Alexa Fluor 647 and goat anti-rabbit Alexa Fluor 488 (Beyotime Biotechnology, China). Images were processed under a confocal microscope (OLYMPUS, Japan).

# Supplementary material for: KIF1A promotes neuroendocrine differentiation in prostate cancer by regulating the OGT-mediated O-GlcNAcylation
**Source:** Cell Death Dis. 2024 Nov 6;15(11):796. doi: 10.1038/s41419-024-07142-2
**Supplement:** Supplementary file 2 — Supplementary tables

| **Supplementary Table 1. siRNAs and ShRNA used in this study** | |
| --- | --- |
| siRNA | Sequence |
| siKIF1A-1 | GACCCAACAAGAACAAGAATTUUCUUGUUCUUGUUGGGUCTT |
| sKIF1A-2 | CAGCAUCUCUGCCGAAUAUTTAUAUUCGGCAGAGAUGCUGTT |
| shKIF1A | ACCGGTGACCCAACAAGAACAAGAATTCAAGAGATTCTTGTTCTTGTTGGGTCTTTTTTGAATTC |
| These siRNA were purchased from GenePharma (Shanghai, China). | |

| **Supplementary Table 2. Primers used in this study** | | |
| --- | --- | --- |
| Gene | Forward | Reverse |
| PSA | GCCTGGATCTGAGAGAGATATCATC | ACACCTTTTTTTTTCTGGATTGTTG |
| TMPRSS2 | GGTAAACTCTCCCTGCCACA | TACTCCAGGAAGTGGGGATG |
| OGT | CGGCTGCGTGTAGGATATGT | GCCATCACCTTCACTCGGAA |

| **Supplementary Table 3. Antibodies used in this study.** | | |
| --- | --- | --- |
| **Antibody** | **Cat no.** | **Application** |
| GAPDH | cat no. ab181602; Abcam | WB(1:5000) |
| KIF1A  KIF1A | cat no.ab180153; Abcam  cat no. ab91029;Abcam | WB(1:5000), IF(1:100), Co-IP(500ug/ug)  IHC(1:100) |
| OGT | cat no.177941;Abcam | WB(1:1000), IF(1:100), Co-IP(500ug/ug) |
| NSE | cat no. 66150-1-Ig;Proteintech | WB(1:5000) |
| SYP | cat no.17785-1-AP;Proteintech | WB(1:2000) |
| NCAM1 | cat no.ET1702-43;Huabio | WB(1:1000) |
| SOX2 | cat no.ab92494;Abcam | WB(1:1000) |
| BMI1 | cat no.ab126783;Abcam | WB(1:1000) |
| OCT4 | cat no.11263-1-AP;Proteintech | WB(1:1000) |
| β-catenin | cat no.CY3523;Abways | WB(1:1000) |
| E-cadehin | cat no.SC-8426;Santa Cruz | WB(1:200) |
| N-cadehin | cat no.CY5015;Abways | WB(1:500) |
| Vimentin | cat no.CY5134;Abways | WB(1:1000) |
| CD133 | cat no.66666-1-Ig;Proteintech | WB(1:500) |
| O-glcNAcylation | cat no. SC-59623; Santa Cruz | WB(1:200), IP(500ug/ug) |
| O-glcNAcylation | cat no.MA1-0721;Invitrogen | IHC(1:200) |
| LaminA/C | cat no.10298-1-AP;Proteintech | WB(1:5000) |
| H3 | cat no.68345-1-Ig;Proteintech | WB(1:10000) |
| Ubiquitin | cat no.10201-2-AP; Proeteintech | WB(1:1000) |

| **Supplementary Table 4.Up-regulated genes in NE-associated samples compared to controls** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Genes** | Mean of FKPM | | standard deviation | | Cohen's d |
|  | CRPC(m1) | NEPC(m2) | CRPC(s1) | NEPC(s2) |  |
| KIF1A | 0.0149564 | 3.3184622 | 0.51756 | 2.59398 | 0.94432 |
| TUBB2B | 0.2842989 | 11.040008 | 0.63995 | 10.0055 | 0.214 |
| UBE2C | 0.3939181 | 6.6301745 | 1.92649 | 6.83226 | 0.24751 |
| NUF2 | 0.7610848 | 9.0355237 | 3.84633 | 9.18061 | 0.16703 |
| CDC25B | 2.0423116 | 21.069994 | 3.01248 | 17.6491 | 0.11871 |
| STMN1 | 11.88302 | 67.634019 | 27.2678 | 64.5278 | 0.02272 |
| RGS3 | 0.8728213 | 4.1548955 | 1.80897 | 3.06302 | 0.51872 |
| HJURP | 9.1603725 | 30.815186 | 15.1166 | 25.9556 | 0.048 |
| MLLT11 | 2.6979063 | 7.9169674 | 2.34606 | 7.49855 | 0.16909 |
| UBE2T | 3.1912842 | 8.2286682 | 5.26638 | 5.65179 | 0.16882 |
| Cohen's d=│(m1-m2)/√(s1^2+s2^2)/2│ | | | | | |

# Supplementary material for: KIF1A promotes neuroendocrine differentiation in prostate cancer by regulating the OGT-mediated O-GlcNAcylation
**Source:** Cell Death Dis. 2024 Nov 6;15(11):796. doi: 10.1038/s41419-024-07142-2
**Supplement:** Supplementary file 3 — Supplementary Figures and Legends

**Supplementary Figures and Legends**

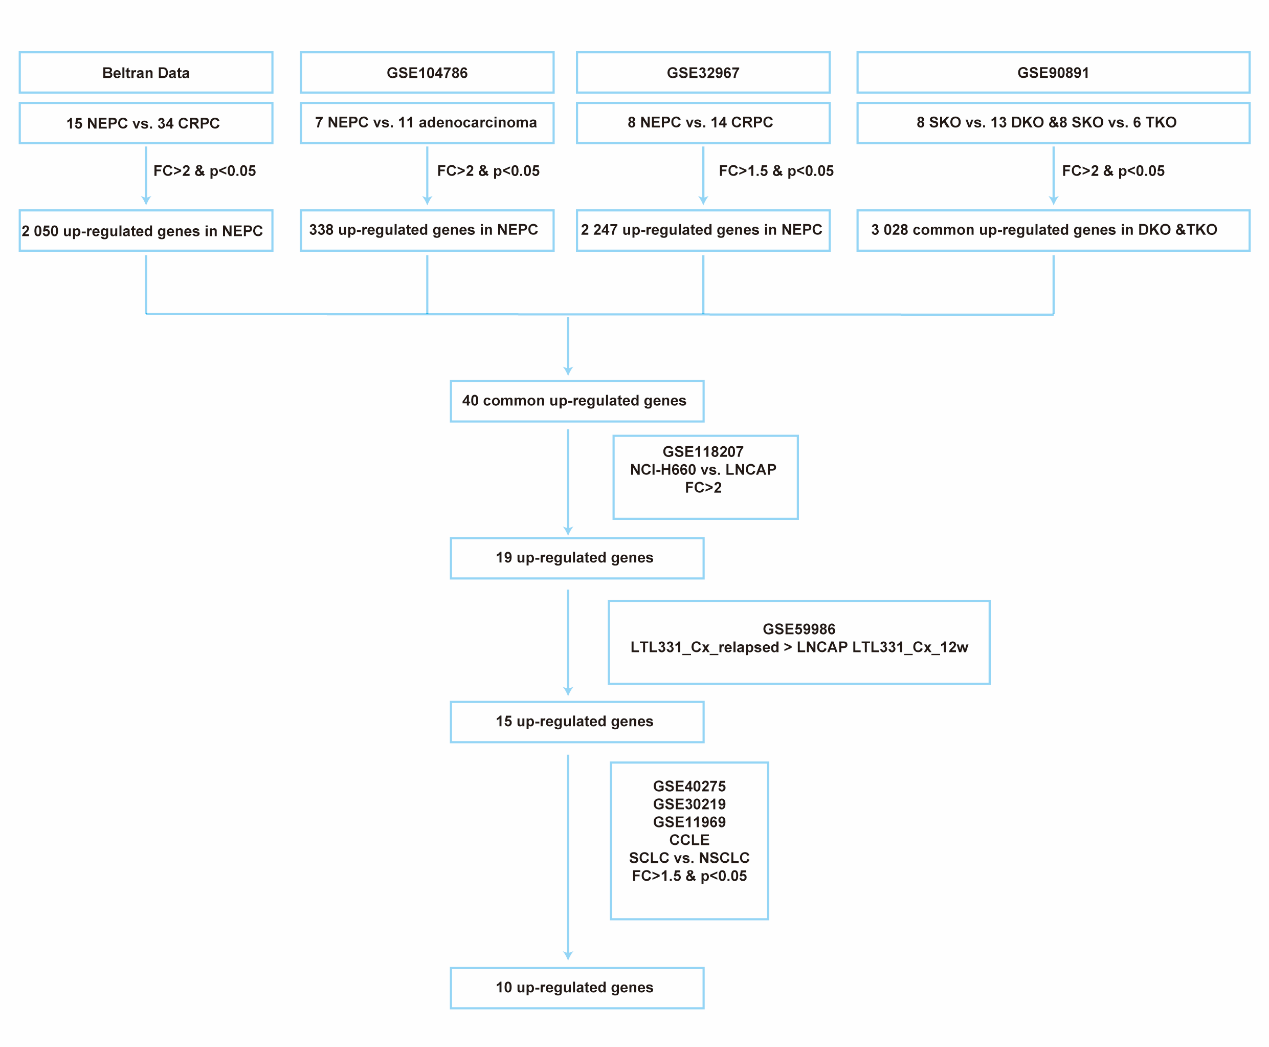

**Supplementary Figure 1. Schematic diagram of dataset integration and the pipeline for putative driver gene selection.** Wilcoxon test was used to calculate p-value in every comparison. Details of the datasets are given in the Methods section, and the screening criteria for each dataset was described in Figure. Finally, a total of 10 candidate genes that were significantly up-regulated in NETs compared to non-NETs. NETs, neuroendocrine tumors; NEPC: neuroendocrine prostate cancer; CRPC, castration-resistant prostate cancer; FC, fold change; SKO, single knockout; DKO, double knockout; TKO, triple knockout.

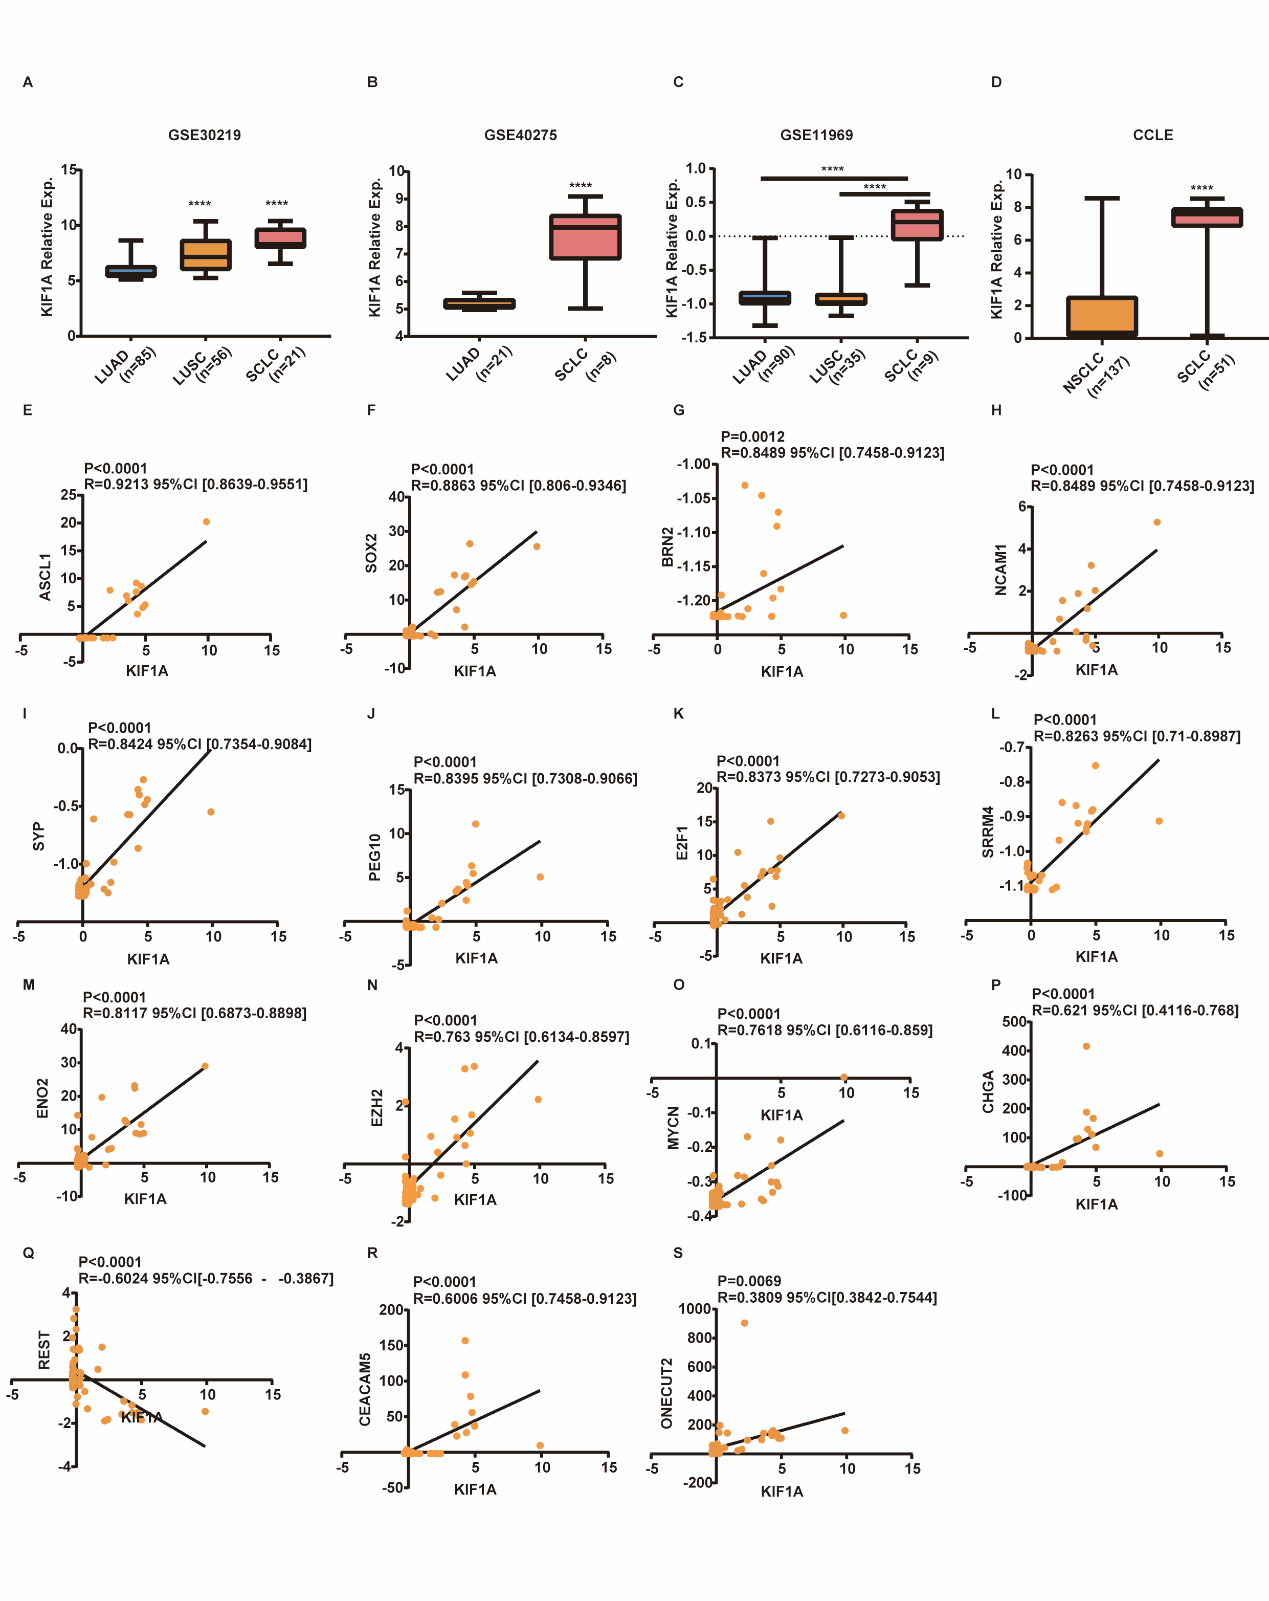

**Supplementary Figure 2. Correlation analysis of KIF1A with NE features.**

A-C. Expression of *KIF1A* in SCLC tissues compared with LUAD or LUSC tissues in GSE42075, GSE30219 and GSE11969 dataset. D. The expressions of KIF1A in SCLC cell lines compared with NSCLC cell lines in CCLE dataset. E-S. The correlation analysis between KIF1A and NE-related genes expressions in Beltran 2016 dataset. Pearson's r correlation coefficient was calculated to show the correlation. **** p<0.0001, based on Student’s t test. SCLC, small cell lung cancer; LUAD, lung adenocarcinoma; LUSC, lung squamous carcinoma; NSCLC, non-small cell lung cancer;.

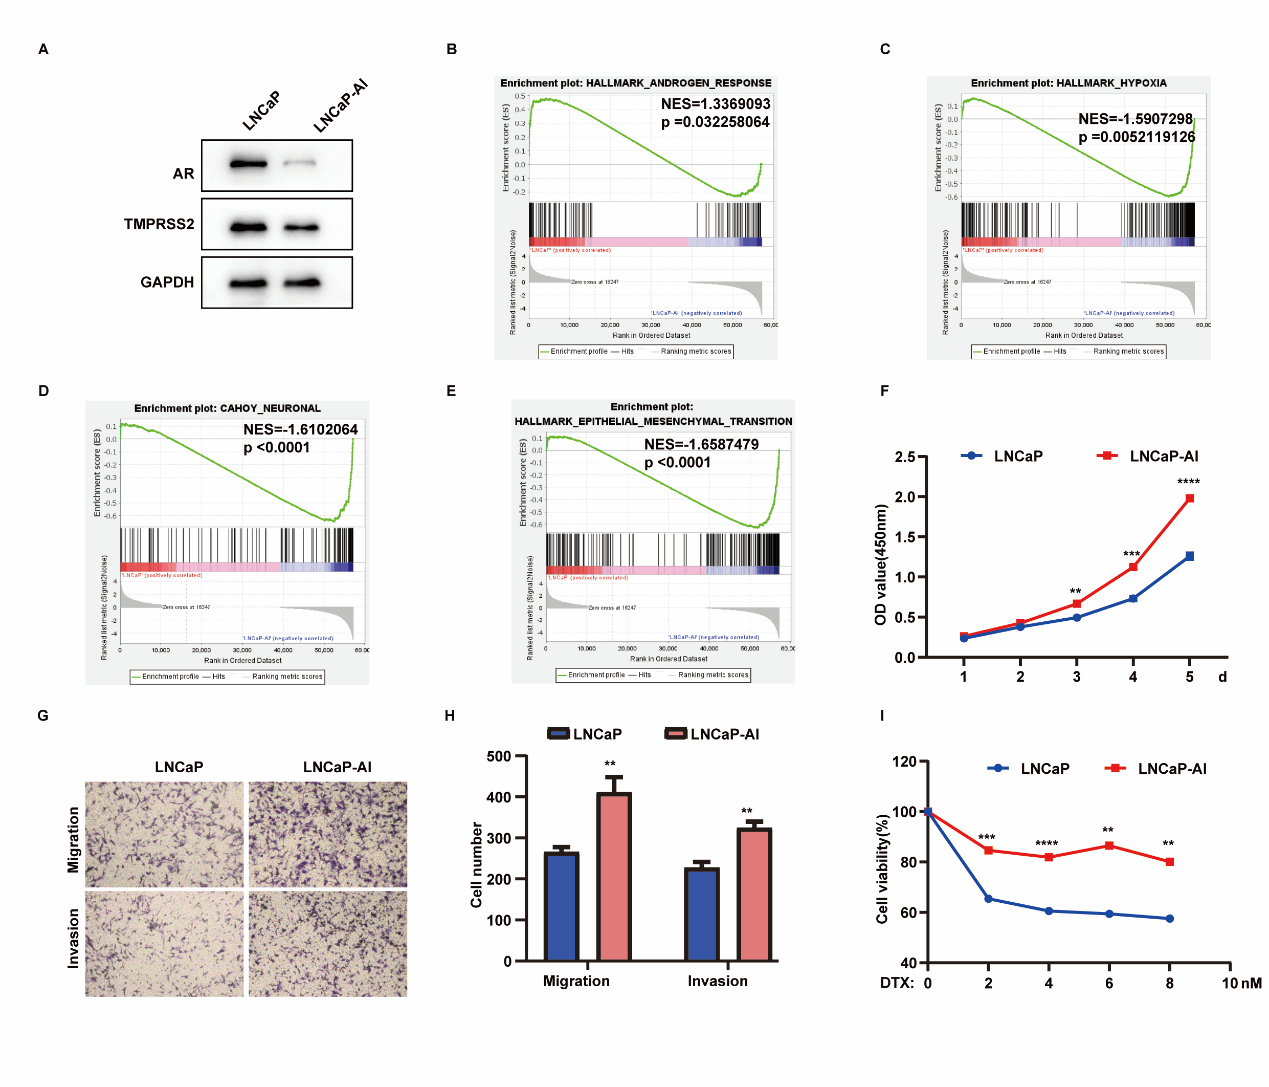

**Supplementary Figure 3. KIF1A expression is upregulated in NE transdifferentiated PCa cells**

A. The protein levels of AR and TMPRSS2 in LNCaP or LNCaP-AI cells. 

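A GSEA ranks all genes by their difference between the groups and asks whether the members of a set gather at one end of the ranking. The normalized enrichment score (NES) is the size of this gathering divided by that of random sets of the same size. For the lists of androgen response, hypoxia, neuronal and EMT genes, the ranking was by the signal-to-noise ratio of log2(FPKM + 1), the difference of the group means over the sum of the SDs, with each SD taken as at least 0.2 times the mean. It was run with fgsea, where a positive NES means higher in LNCaP-AI cells and p-values were adjusted over 6 lists. The NES of the androgen response list was -1.77 (adjusted p = 3.78e-04, fgsea). That of the hypoxia list was 1.53 (adjusted p = 0.00448, fgsea) and that of the EMT list was 1.91 (adjusted p = 2.51e-05, fgsea). The neuronal list had an NES of 1.11, which was not past the threshold (adjusted p = 0.328, fgsea). With the ratio computed on FPKM and genes below the expression filter kept, a setting chosen after seeing the data, 83 neuronal genes gave an NES of 1.41 (adjusted p = 0.0294, fgsea). In the same setting the NES was -1.65 for androgen response, 1.90 for hypoxia and 2.02 for EMT. These scores belong to the lists written for these libraries and not to the sets of the paper's GSEA.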

B-E. GSEA of the AR response/ hypoxia /neuronal/ EMT gene signatures in LNCaP and LNCaP-AI cells. F. Cell viability assessed by CCK-8 assay of LNCaP or LNCaP-AI cell. G. Cell migration and invasion evaluated by transwell migration and matrigel invasion assays. H. Quantitative results of migration and invasion assays from three independent experiments. I. Cell viability measured in the indicated cell lines by CCK-8 assay. LNCaP and LNCaP-AI cells were treated with titrated doses of DTX for 3 days. All results were presented as the mean ± SD. **p< 0.01, ***p< 0.001, ****p<0.0001, based on Student’s t test. DTX, docetaxel.

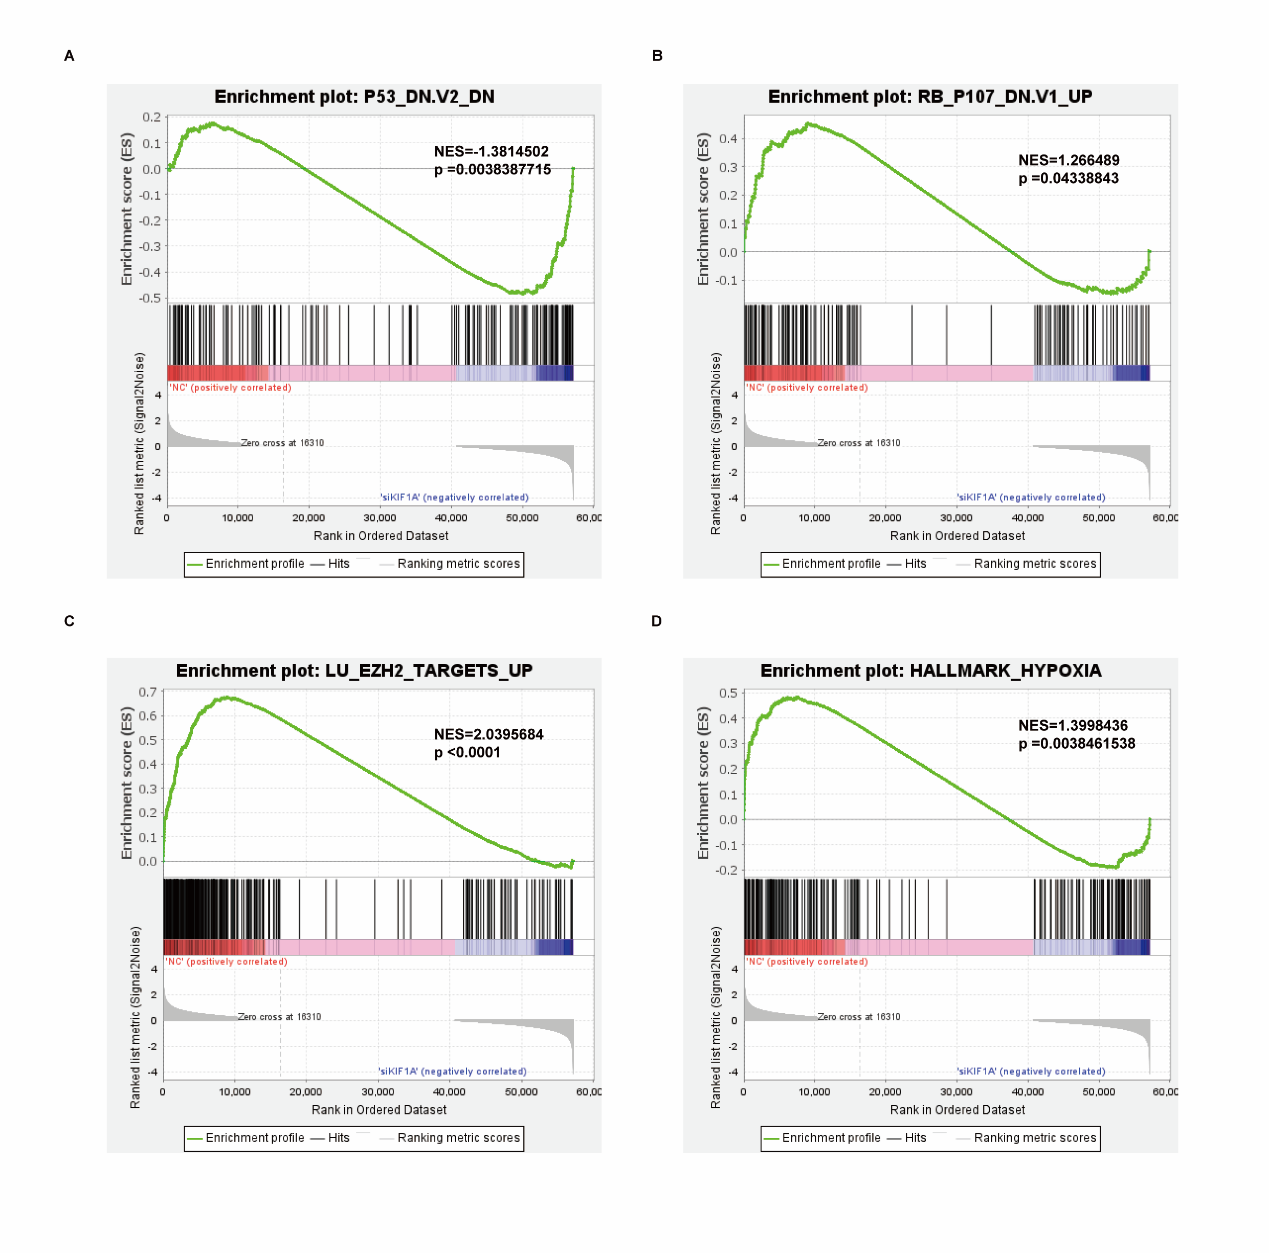

**Supplementary Figure 4. GSEA analysis of differentially expressed genes induced by siKIF1A**

A-E. Enrichment of NE-related gene signatures analyzed by GSEA. LNCaP-AI cells were transfected with indicated siRNAs for 3 days. Total RNA was collected and used to perform microarray-based human gene expression profiling. GSEA was carried out to examine the enrichment of the P53 DN/ RB DN/ EZH2 target/ hypoxia gene sets. DN, knockdown.

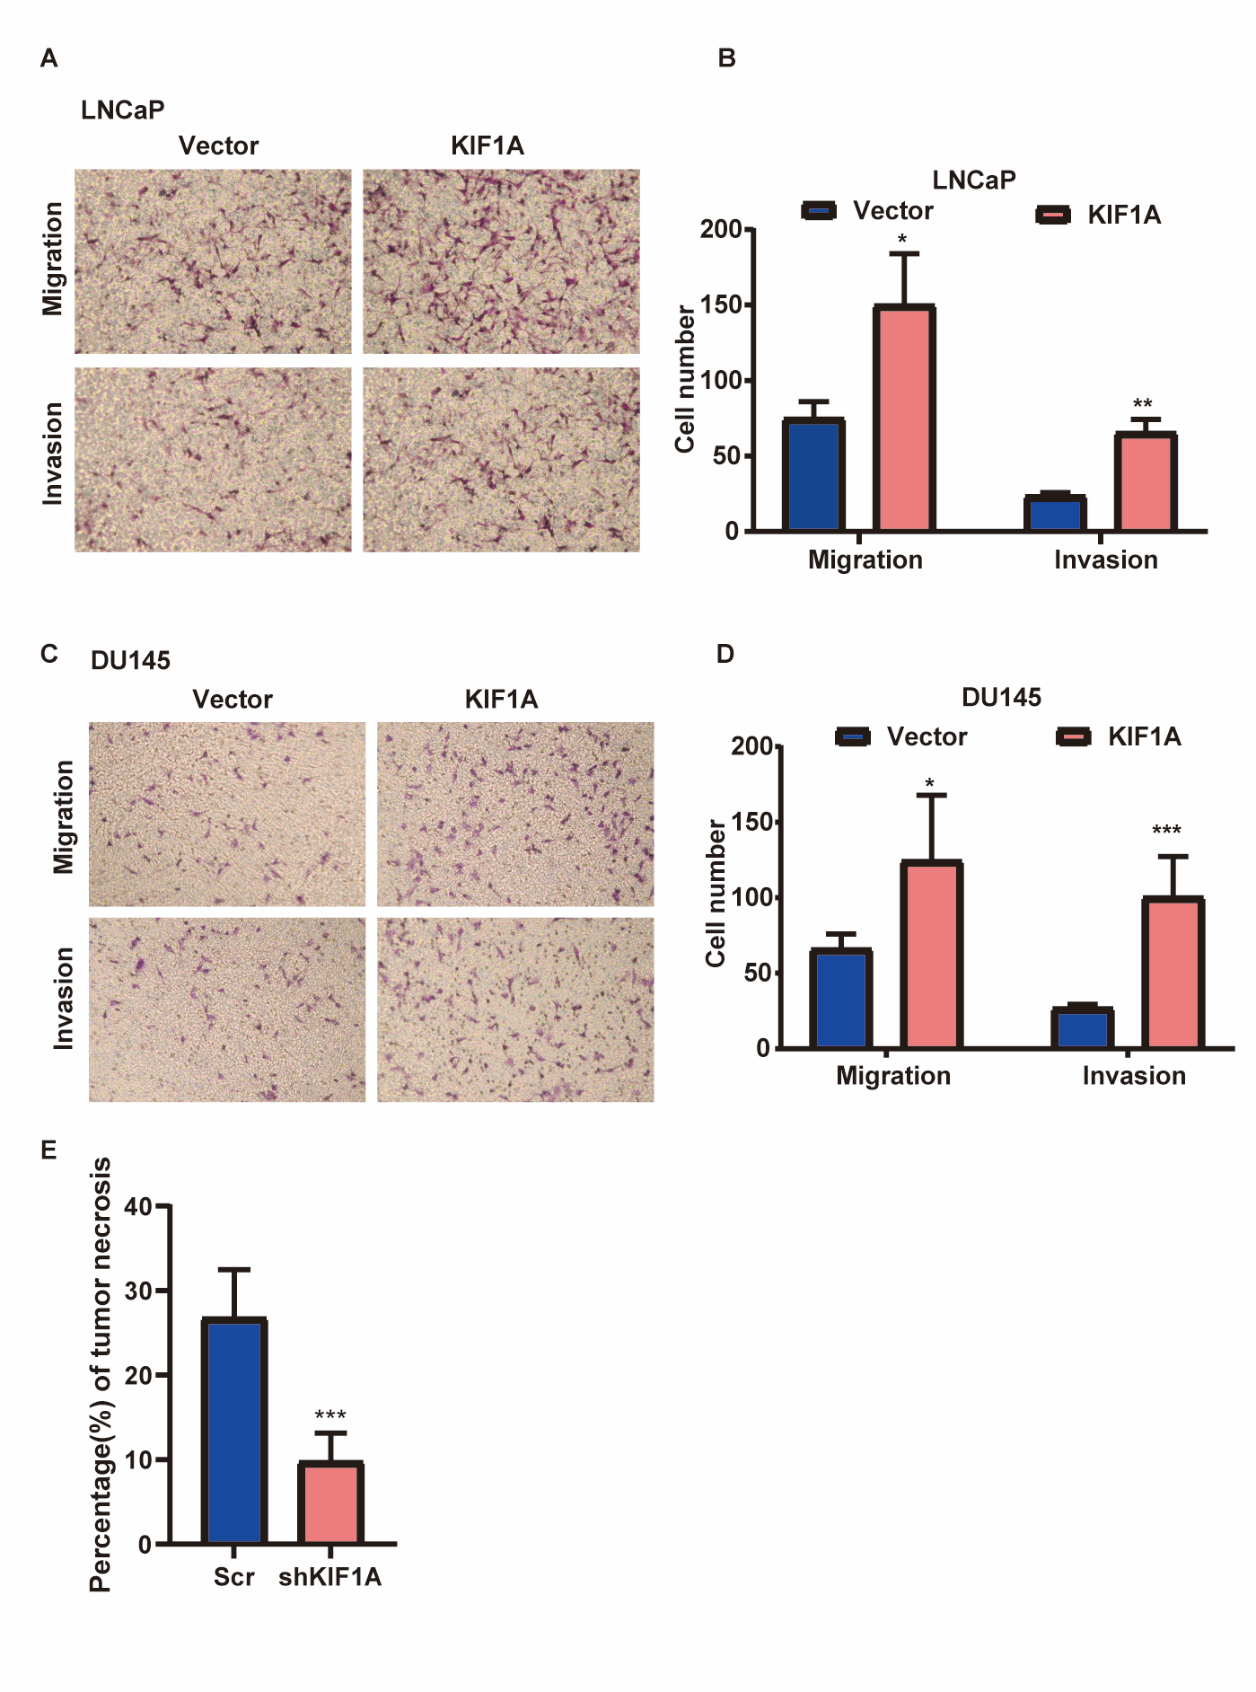

**Supplementary Figure 5. KIF1A promotes aggressive growth of of PCa cell in vitro and in vivo.**

A. Representative images of transwell migration and matrigel invasion assays in indicated LNCaP cells. B. Quantitative results of the transwell migration and matrigel invasion assays from triplicate experiments. C. Representative images of transwell migration and matrigel invasion assays in indicated DU145 cells. D. Quantification of the transwell migration and matrigel invasion assays in indicated DU145 cells from triplicate experiments. E. The percentage of tumor necrosis in LNCaP-AI xenograft tumors with stable expression of Scr/shKIF1A. Sections were stained with H&E staining to identify necrotic tumor. Whole-field images of xenograft tumors were obtained with SCN 400 Leica scanner at 40× magnification. Image J (version 1.8.0; National Institutes of Health) was used to measure the area of tumor and necrotic areas. All results were presented as the mean ± SD of three independent experiments. *p< 0.05, **p< 0.01, ***p< 0.001, based on Student’s t test.

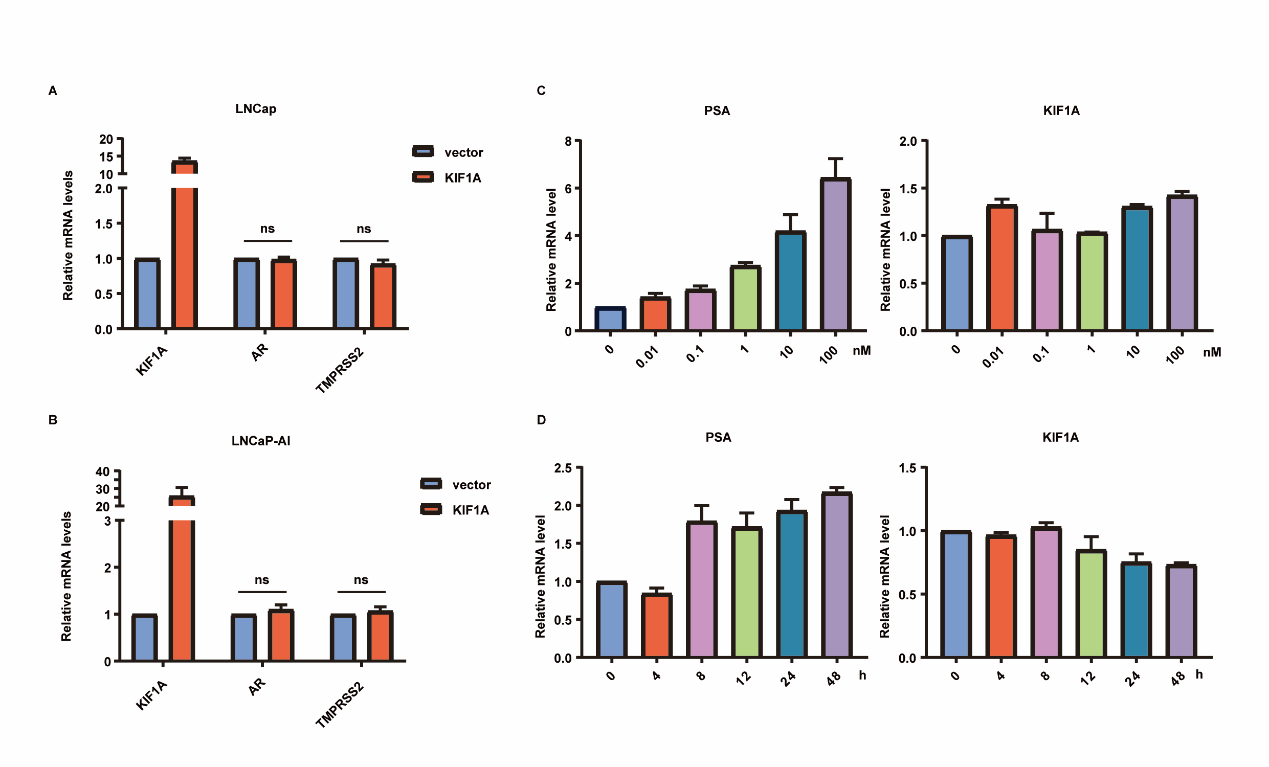

**Supplementary Figure 6**. **No regulation cascade between AR signaling and KIF1A expression.**

A-B. The mRNA levels of AR and TMPRSS2 in LNCaP/LNCaP-AI cells with KIF1A overexpression measured by qPCR assays. C-D. The mRNA levels of KIF1A in DHT-stimulated LNCaP cells. LNCaP cells were cultured in charcoal stripped serum for 3 days before challenged with 0–100 nM DHT for 24 h or 1 nM DHT for 0–48 h. All results were presented as the mean ± SD of three independent experiments. ns indicates no statistical significance, based on Student’s t test.

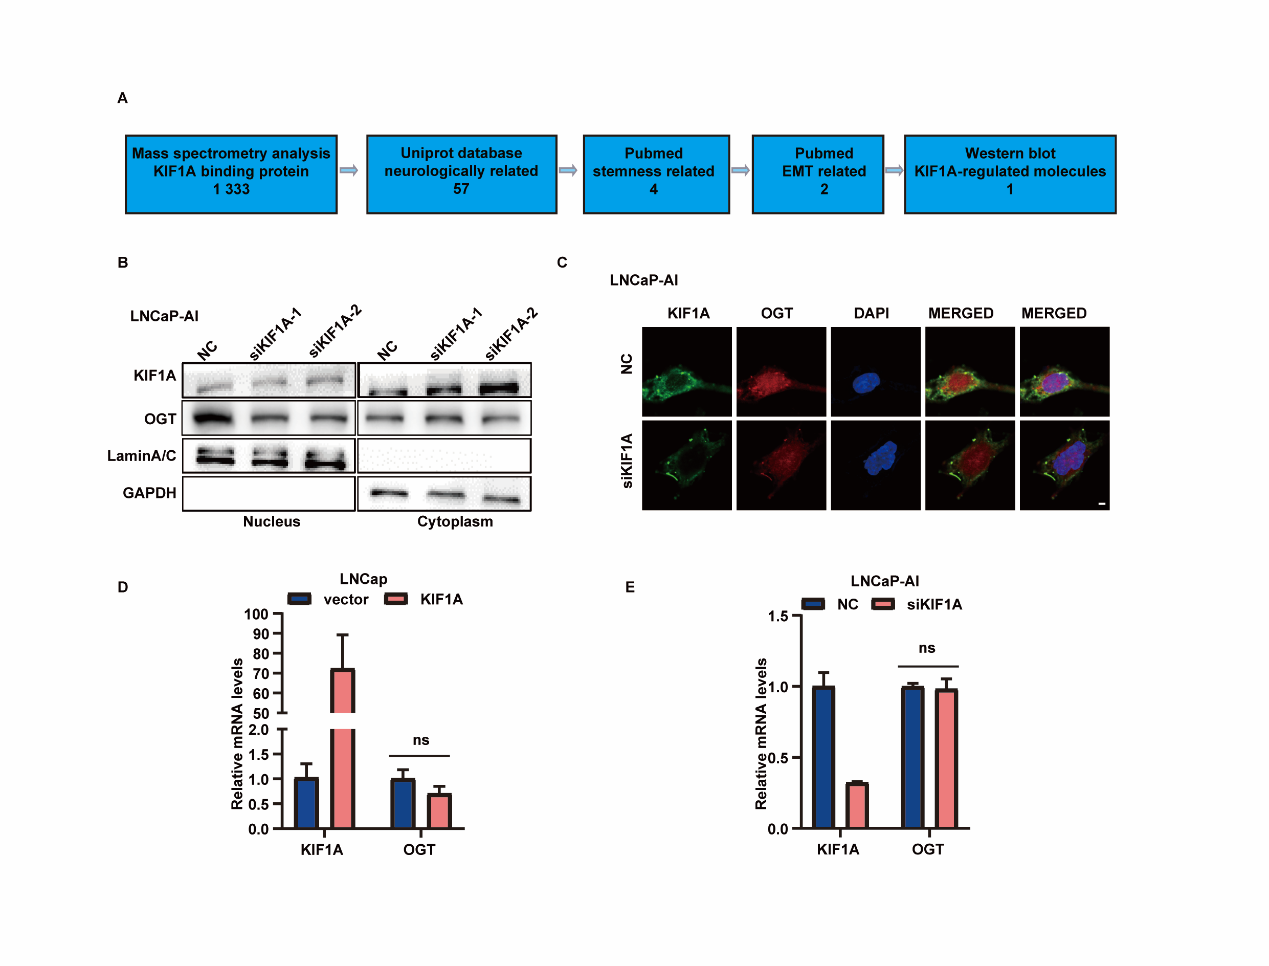

**Supplementary Figure 7. Identification of OGT as conjugated protein of KIF1A**

A. Schematic illustration of molecular screening downstream of KIF1A. B. Nuclear/cytoplasmic expression of OGT and KIF1A in LNCaP-AI cells with KIF1A knockdown. C. KIF1A (green) and OGT (red) expression detected by immunofluorescence in LNCaP-AI cells with KIF1A knockdown. siKIF1A-2 were utilized as siKIF1A. Cells were imaged by confocal microscopy. Scale bar = 5μm. D-E. The mRNA levels of OGT in indicated PCa cells with overexpression/knockdown of KIF1A. All results were presented as the mean ± SD of three independent experiments. ns indicates no statistical significance, based on Student’s t test.

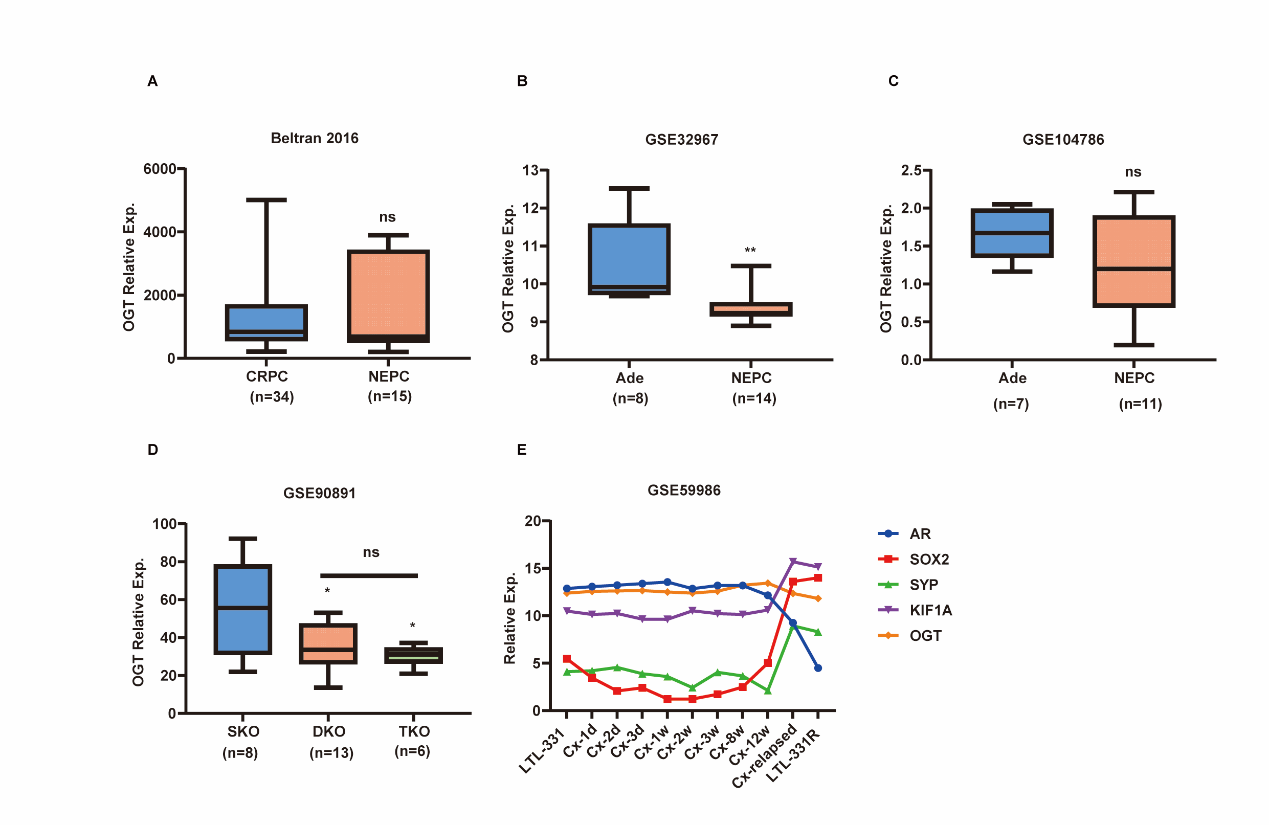

**Supplementary Figure 8. OGT mRNA levels are not statistically different in NE-related groups vs. control in NEPC datasets**

A-C. Expression of KIF1A in NEPC compared with CRPC or Ade. D. Expressions of OGT, KIF1A, SOX2, AR, and SYP during the progression of Ade (LTL331) to t-NEPC (LTL331R-NE) after castration in the PDX LTL331/331R model. E. Expressions of OGT in different GEMM in GSE90891 dataset. All results were presented as the mean ± SD. * p< 0.05, ** p< 0.01, *** p< 0.001. **** p<0.0001. Ade, adenocarcinoma; NEPC, neuroendocrine prostate cancer; SKO, single knockout; DKO, double knockout; TKO, triple knockout

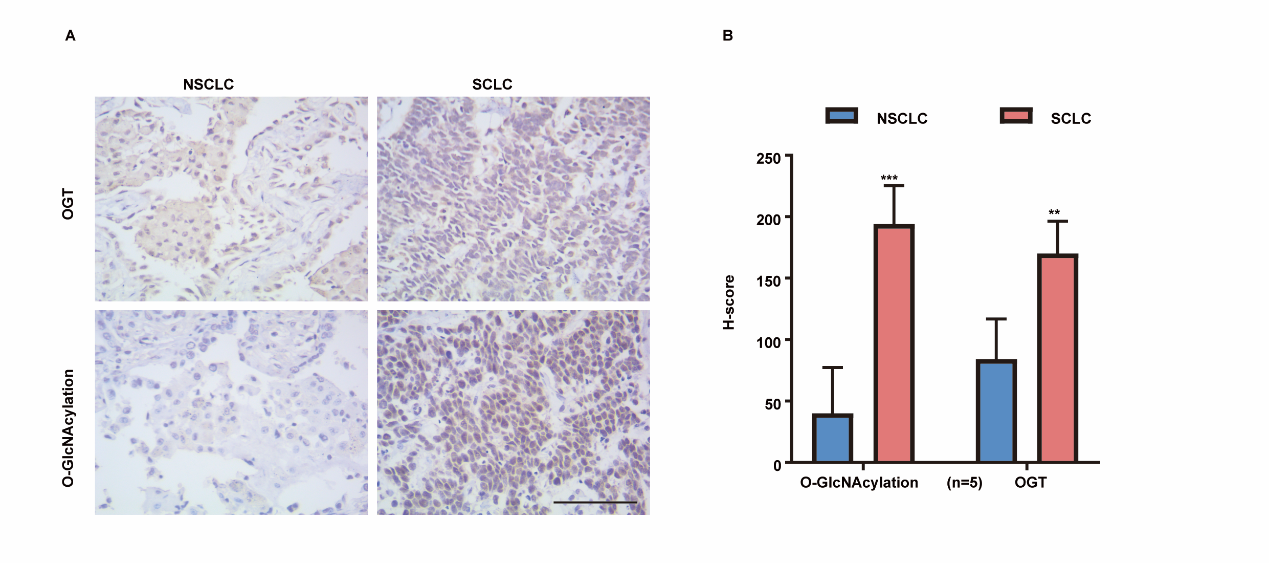

**Supplementary Figure 9. Immunohistochemistry of O-GlcNAcylation and OGT in NSCLS and SCLC case**

A. Representative images showing immunohistochemistry staining for O-GlcNAcylation and OGT inNSCLC and SCLC case. Scar bar =100μm. B. Quantitative result of the assays. ** p< 0.01, *** p< 0.001, based on Student’s t test. NSCLC, non-small cell lung cancer. SCLC, small cell lung cancer.

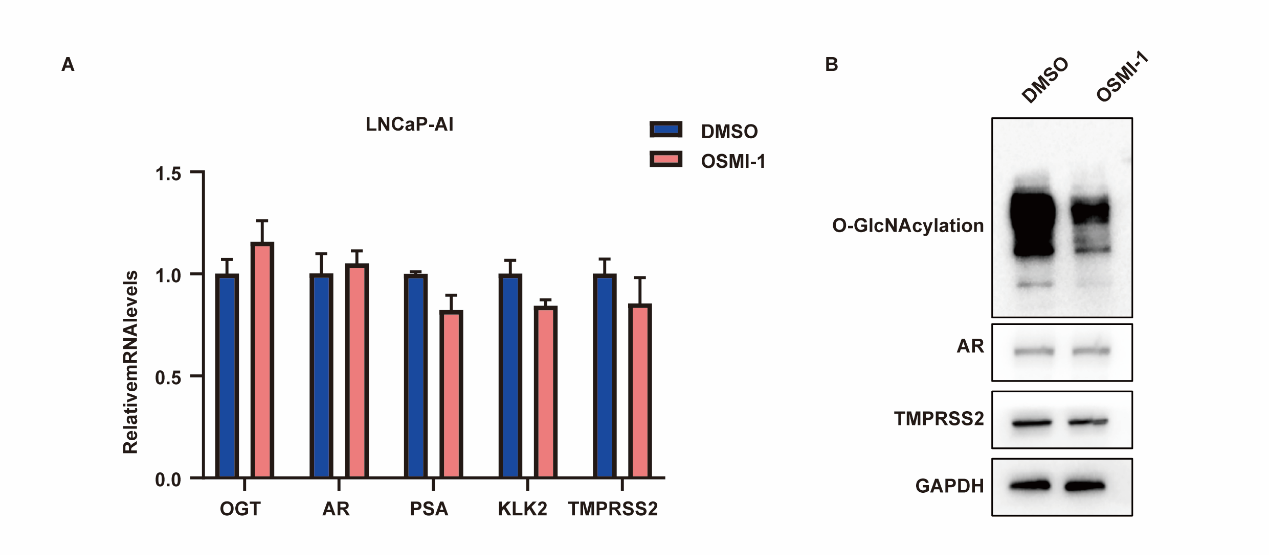

**Supplementary Figure 10. The AR signaling pathway in LNCaP-AI cells is independent of OGT O-glycosyltransferase activity.**

A. The protein levels of O-GlcNAcylation, AR and TMPRSS2 in DMSO/OSMI-1-stimulated LNCaP-AI cells. LNCaP-AI cells were treated with 20μM OSMI-1or DMSO for 72h. B. The mRNA levels of AR signaling pathway genes in DMSO/OSMI-1-stimulated LNCaP-AI cells. LNCaP-AI cells were treated with 20μM OSMI-1or DMSO for 72h.All results were presented as the mean ± SD. of three independent experiments.

# Supplementary material for: KIF1A promotes neuroendocrine differentiation in prostate cancer by regulating the OGT-mediated O-GlcNAcylation
**Source:** Cell Death Dis. 2024 Nov 6;15(11):796. doi: 10.1038/s41419-024-07142-2

Figure1

Figure1H KIF1A

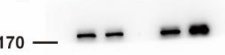

Figure1H GAPDH

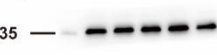

Figure2

Figure2F KIF1A

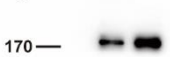

Figure2F NCAM1

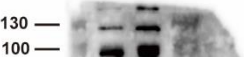

Figure2F ENO2

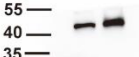

Figure2F SYP

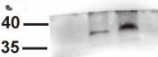

Figure2F GAPDH

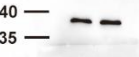

Figure2I KIF1A

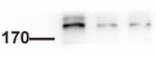

Figure2I KIF1A

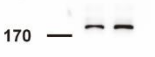

Figure2I KIF1A

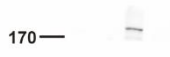

Figure2I NCAM1

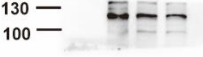

Figure2I NCAM1

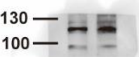

Figure2I NCAM1

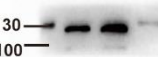

Figure2I ENO2

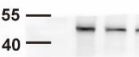

Figure2I ENO2

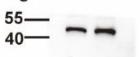

Figure2I ENO2

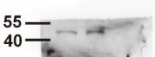

Figure2I SYP

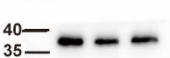

Figure2I SYP

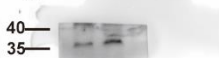

Figure2I SYP

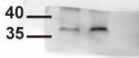

Figure2I GAPDH

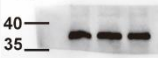

Figure2I GAPDH

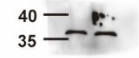

Figure2I GAPDH

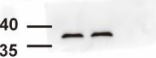

Figure2N KIF1A

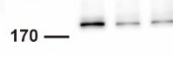

Figure2N KIF1A

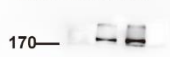

Figure2N KIF1A

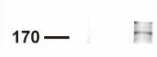

Figure2N N-Ca

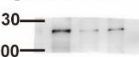

Figure2N N-Ca

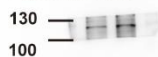

Figure2N N-Ca

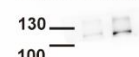

Figure2N E-Ca

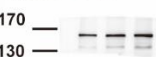

Figure2N E-Ca

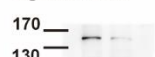

Figure2N E-Ca

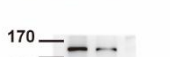

Figure2N Vimentin

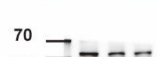

Figure2N Vimentin

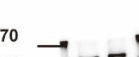

Figure2N Vimentin

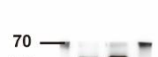

Figure2N GAPDH

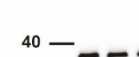

Figure2N GAPDH

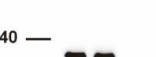

Figure2N GAPDH

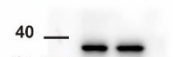

Figure2O KIF1A

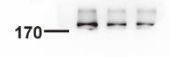

Figure2O KIF1A

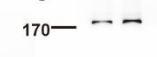

Figure2O KIF1A

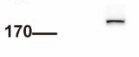

Figure2O OCT4

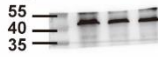

Figure2O OCT4

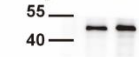

Figure2O OCT4

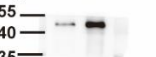

Figure2O CD133

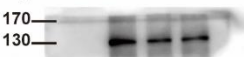

Figure2O CD133

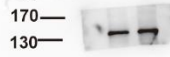

Figure2O CD133

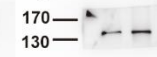

Figure2O SOX2

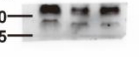

Figure2O SOX2

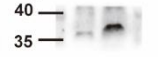

Figure2O SOX2

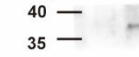

Figure2O BMI1

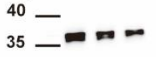

Figure2O BMI1

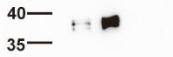

Figure2O BMI1

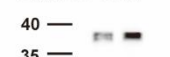

Figure2O GAPDH

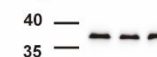

Figure2O GAPDH

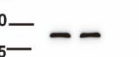

Figure2O GAPDH

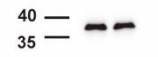

Figure3

Figure3N KIF1A

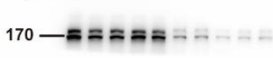

Figure3N GAPDH

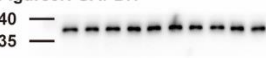

Figure 4

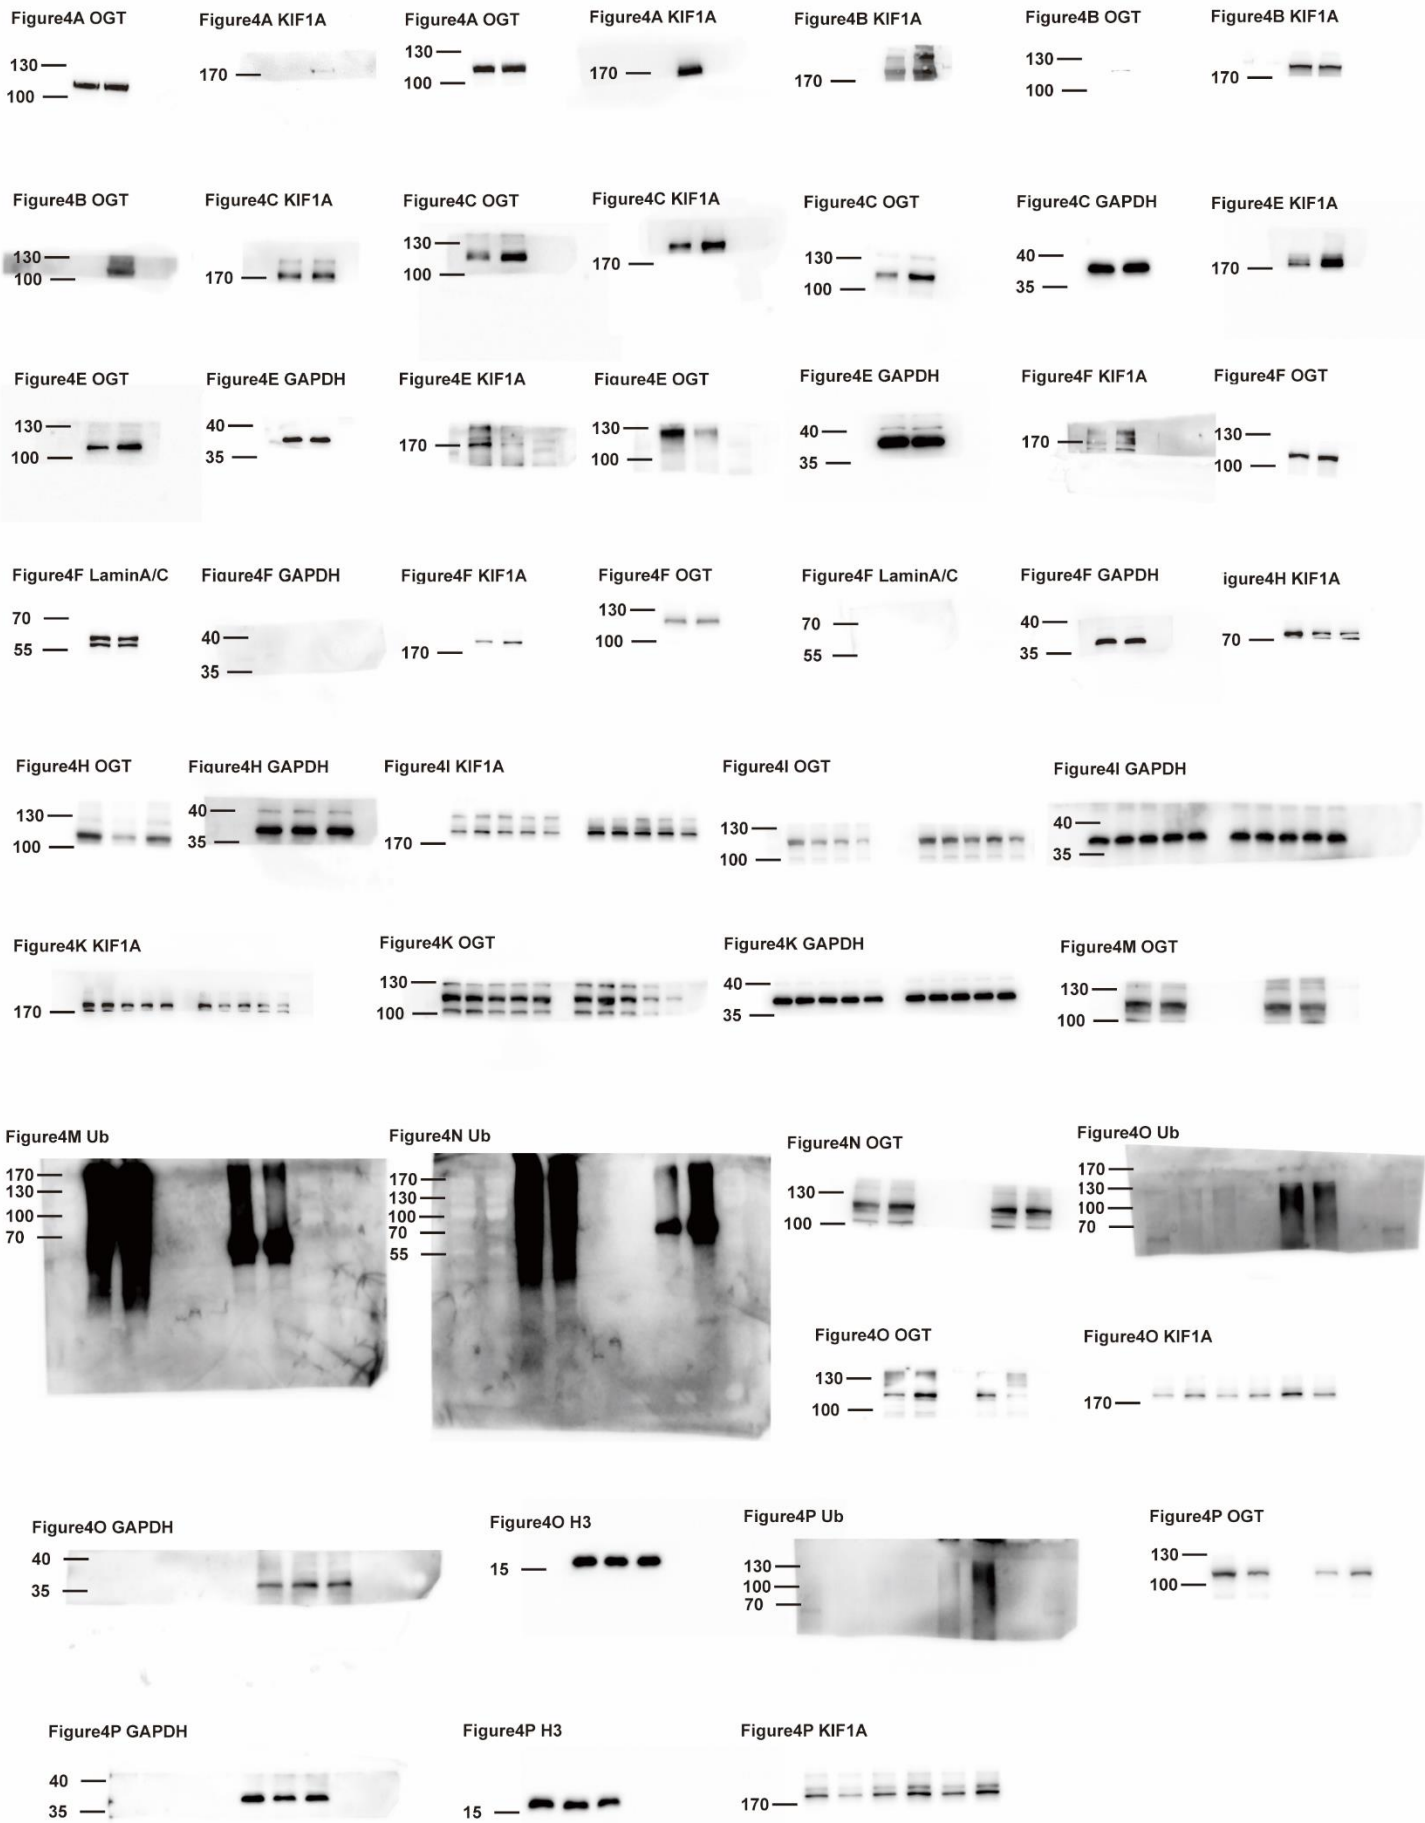

Figure5B O-GlcNAcylation Figure5B OGT Figure5B GAPDH Figure5C O-GlcNAcylation Figure5C NCAM1 Figure5D KIF1A Figure5D O-GlcNAcylation

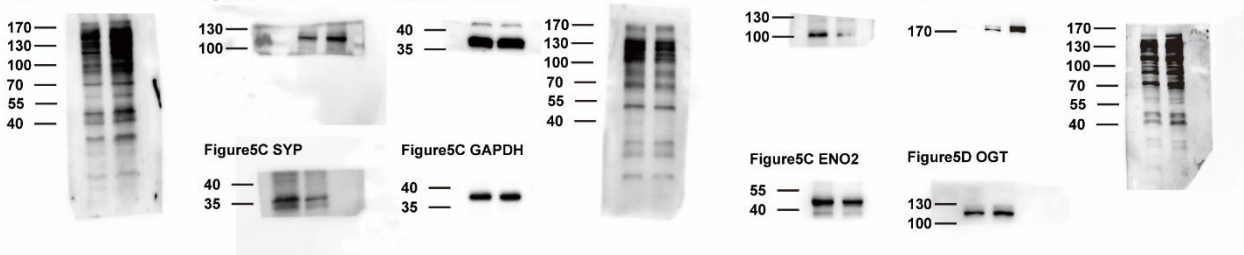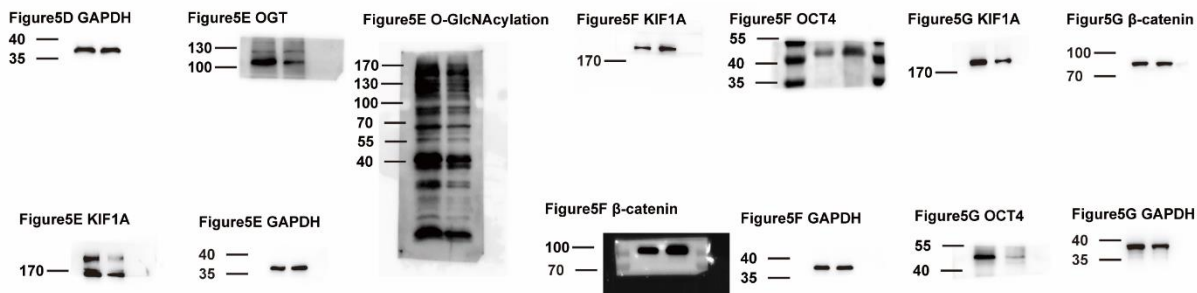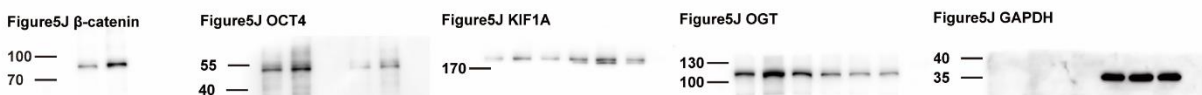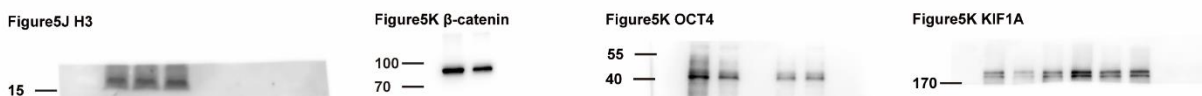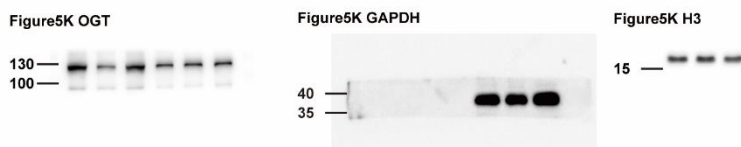

Figure6

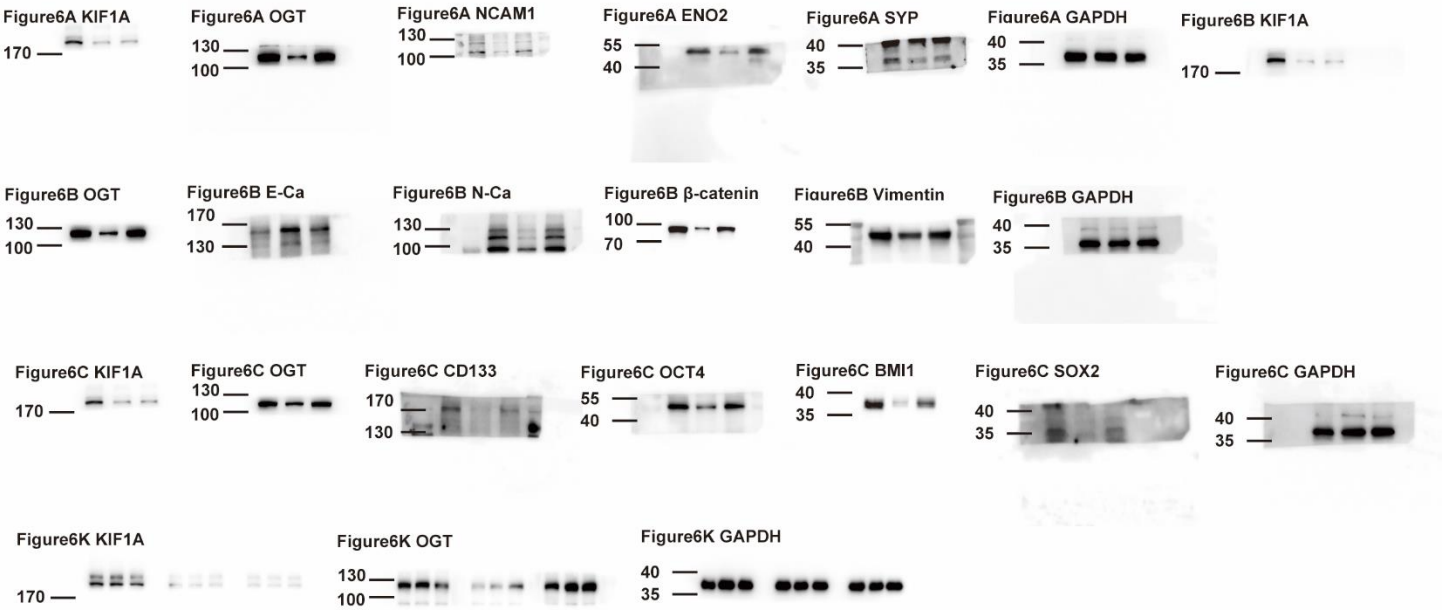

Supplementary Figure3

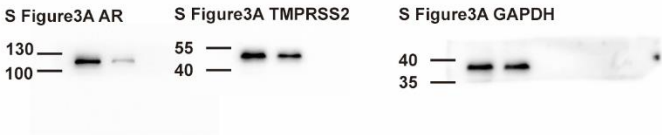

Supplementary Figure7

Supplementary Figure10

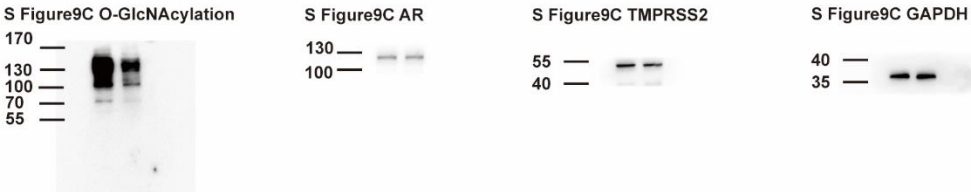

**Supplement:** Supplementary file 4 — Orignal Western blots

How the deposited data were processed for this re-analysis (not part of the article)

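Expression was measured by RNA-seq in 3 LNCaP and 3 LNCaP-AI cultures. The authors counted reads per gene and deposited the result as FPKM, together with the gene length, for 58735 genes whose identifiers and coordinates matched GENCODE 29 (Ensembl 94) on GRCh38. The paper's text names no aligner, counting program, version, strand setting or read filter, and the deposited table has 1 column per culture with no pooling. The labels give 6 months of culture for both groups and the paper gives over 12 months for LNCaP-AI cells. All 6 columns were mapped to cultures by the cell line and replicate number in their names. The labels name the serum and the replicate, and the description of the series ties full serum to LNCaP and stripped serum to LNCaP-AI cells. There were 0 columns of other samples. The KIF1A knockdown samples that the paper also describes were not analysed here.

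Reads per gene were recovered by multiplying FPKM by the gene length and dividing by the step common to a library's values. Of the values, 99.9997% were within 0.01 reads of a whole number. The 1 exception was KIF1A in LNCaP replicate 1. These reads gave the depth of each library, between 15444642 and 18102309 reads on genes. The median standard error of a log2 fold change over the genes tested was 0.0973. A floor of 3 reads was taken as the limit of detection. Folds against a group with no library above it are given as lower bounds, and no fold is given where both groups were at or under it. Floors cover counting error only. The 10 most abundant genes took between 6.74% and 8.86% of the reads. Replicates were compared in pairs over genes with at least 20 reads. The chi-square per gene was between 2.43 and 12.7, so no library had been deposited more than once.

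Genes were compared with limma 3.58.1 (lmFit, then eBayes with a trend) in R 4.3.3 on log2(FPKM + 1), two-sided, with Benjamini-Hochberg adjustment over the 17010 genes with a mean FPKM of at least 0.5. The threshold was an adjusted p under 0.05, also combined with an absolute log2 fold change of at least 1. Single genes were also tested with a two-sided exact permutation test over the 20 permutations of 3 against 3, whose smallest p is 0.1. Gene lists and chromosomes with at least 10 tested genes were tested with camera of limma at a preset correlation of 0.01. Lists were also tested with fry and with fgsea 1.28.0. Runs of 25 neighbouring coding genes were compared with 1000 shuffled gene orders. The genes around 7q21 were compared with 10000 random lists. Trends of the log2 values with GC content and gene length were removed with loess (span 0.3) in a check of the chromosomes. The random seed was 20. Tables were read with data.table 1.17.8, and statmod 1.5.0 was loaded for limma.

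The lists of androgen response, hypoxia, EMT, neuronal, sterol synthesis and cell cycle genes, the retina and Y chromosome lists for checks of the libraries, the rule for the genes named and the alternatives were fixed before the data were examined, except where an alternative is said to have been chosen after seeing the data. The rule names every gene of Fig. 2C and 2H, the NE, EMT, stemness, candidate and OGT-related genes of the paper's text, and OGA. It also names, among genes with a mean FPKM of at least 1, an adjusted p under 0.05 and no overlap between the groups, the 5 with the largest positive and the 5 with the largest negative log2 fold change. For each list and chromosome it names the 3 members that changed most in its direction. Other genes named were chosen after their values were seen. Some genes that the rule names are not reported here. The alternatives were a pseudocount of 0.1, no filter, a mean FPKM of at least 2, TPM, quantile normalization, median-ratio scaling, eBayes without trend or robust, the replicate number as a block, each library left out in turn, an adjusted p under 0.01, other list tests and lists without shared genes. Gene names that occur more than once in the table (1568) were kept apart by identifier.

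The steps were tested on simulated data, with reads drawn for the same genes from the means and library sizes of these libraries. Among 17066 genes tested, 174 of 193 genes changed by 1.5 on the log2 scale were found (90.2%) and 18 unchanged genes were called. Of 6 simulated lists, camera called the 1 planted list and none of the 5 random ones. The simulated genes were drawn independently, with the same setting for the spread between replicates in every gene. The simulation therefore cannot tell whether the preset correlation of camera holds for the correlated genes of real lists or chromosomes.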

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

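The tests of explanations in this part, except those of GC content and gene length, were chosen only after the result was seen, as were the splits of the libraries, the runs of neighbouring genes and the random gene lists.

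The largest rises in LNCaP-AI cells were in genes that the paper does not discuss. GNAT3 (ENSG00000214415, chromosome 7 of GRCh38 from 80458671 to 80512020) had 0 reads in each LNCaP library and 1441 ± 117 FPKM (SD, n = 3) in LNCaP-AI cells, at least 9291-fold higher. GNAT3 lies within CD36 on the opposite strand, and reads of the pair cannot be assigned with certainty because the use of strand information is not stated. CD36 (ENSG00000135218, chromosome 7 from 80369575 to 80679277) had at most 3 reads in an LNCaP library and 119 ± 9.36 FPKM (SD, n = 3) in LNCaP-AI cells, at least 7172-fold higher. Its neighbour GNAI1 (ENSG00000127955, chromosome 7 from 79768028 to 80226181) rose from 0.407 ± 0.0644 to 119.6 ± 7.80 FPKM (SD, n = 3 each), 294-fold. Between and within these genes, AC003988.1, AC073850.1 and RN7SL869P had 0 reads in LNCaP and were at least 251-fold, 47.2-fold and 28.4-fold higher in LNCaP-AI cells. SEMA3C, next to CD36, went from 51.1 ± 4.39 to 249 ± 15.2 FPKM (SD, n = 3 each). Names outside the rule for named genes in this paragraph were chosen after their values were seen.

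Several technical explanations of the 7q21 genes are not borne out by the tables. Reads shared with G protein paralogs would put reads on GNAT3 wherever the paralogs are expressed, but 7 paralogs had a summed 25.4 FPKM in LNCaP cells and GNAT3 had 0 reads there. The sum rose to 147.8 FPKM in LNCaP-AI cells, nearly all of it from GNAI1, one of the 7. Reads of GNAI1 counted on GNAT3, in the ratio of 0.577 GNAT3 reads per GNAI1 read found in LNCaP-AI cells, would have put between 82.0 and 108.5 reads on GNAT3 in each LNCaP library, against the 0 reads found. The mean reads per library were 1.08 times as high in LNCaP-AI cells, far from the folds of these genes. Cells of another tissue in place of LNCaP cells would lower other prostate and epithelial genes as much as KLK3, but 0 of 8 such genes fell by as much. Of these 8 genes 7 were at 50% or more of their LNCaP level, and their log2 fold changes ran from -1.17 (AMACR) to 1.60 (KRT8). This measure replaced the median of the 8 genes after that median, over genes going both ways, had been seen. A smaller share of other cells was not tested. A raised level of the surrounding region may be part of the rise. The other 51 expressed coding genes of chromosome 7 between 70 and 90 Mb had a median log2 fold change of 0.67 relative to coding genes, and 46 of them were higher. The share of random gene lists with as high a median was 1e-04, the smallest that 10000 lists can give. A shift of this size cannot by itself lead from 0 reads to the level of GNAT3. Serum and the derivation of the line differ together between the groups and stay open as well.

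Away from this region, PLA2G2A (ENSG00000188257, chromosome 1 from 19975431 to 19980416) rose from 0.716 ± 0.245 to 269 ± 9.82 FPKM (SD, n = 3 each), 376-fold. LRRTM3 (ENSG00000198739, chromosome 10 from 66926006 to 67099830) had at most 2 reads in an LNCaP library and 140.3 ± 5.70 FPKM (SD, n = 3) in LNCaP-AI cells, at least 3629-fold higher. LRRTM3 overlaps CTNNA3 on the opposite strand and AL139240.1 on its own strand. The ratio of reads per library of 1.08 excludes library size as the source of both rises. No other explanation was tested for them.

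Whole chromosomes were shifted in directions the paper does not report on. Of 25 chromosomes, the mitochondrial one included, 8 passed camera at an adjusted p under 0.05. Relative to all genes, the median log2 fold change was 0.16 on chromosome 1, 0.28 on chromosome 7 and 0.76 on chromosome Y. It was -0.26 on chromosome 8, -0.28 on chromosome 9, -0.30 on chromosome 15, -0.12 on chromosome 18 and -0.26 on chromosome 22. With the correlation estimated from the data 5 chromosomes passed, namely 1, 7, 9, 15 and Y, and with fry 19. Of the 10 splits of the 6 libraries 4, the real one included, gave as many chromosomes past the threshold with camera. Every other split mixes the groups unevenly and keeps part of their difference, so this count does not show what camera gives without a difference, and 10 splits are too few to decide.

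GC content and gene length are not borne out as the whole source of these shifts. After each library's trend with GC content was removed 8 of the 8 chromosomes still passed, and after its trend with gene length 8 did. A candidate explanation is a change of stretches of neighbouring genes, such as a change of copy number in the long-term culture. Of runs of 25 neighbouring coding genes, 19 lay beyond the limits of 1000 shuffled gene orders, 8 of them higher and 11 lower, and 17 of the runs lay on the shifted chromosomes. The highest was on chromosome 7 between genes starting at 74964818 and 80742538, with a median of 0.82 relative to coding genes. The lowest was on chromosome 9 between 137048098 and 137582079, with a median of -0.70. DNA was not measured in these libraries, and shared regulation of neighbouring genes stays open. On chromosome Y the genes of the check list did not rise alike. RPS4Y1 was 2.21-fold and DDX3Y 2.28-fold higher in LNCaP-AI cells, while USP9Y was 1.12-fold higher (adjusted p = 0.202, limma).

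Sterol synthesis genes, a group the paper does not test, were higher in LNCaP-AI cells. The list had a median log2 fold change of 0.64 relative to all genes (adjusted p = 3.26e-06, camera), and 19 of its 27 tested genes were higher, also 19 when adjusted over the list alone. INSIG1 rose from 21.9 ± 2.36 to 202 ± 2.44 FPKM and SCD from 84.8 ± 3.46 to 551 ± 8.79 FPKM (SD, n = 3 each). With the correlation estimated from the data the list did not pass (adjusted p = 0.0762, camera). Of the 10 splits of the 6 libraries 4, the real one included, gave as many lists past the threshold, a count with the same limit as that of the chromosomes. A candidate explanation is less sterol in charcoal-stripped serum. It cannot be told apart from the derivation of the line, because all LNCaP-AI cultures were in stripped serum and all LNCaP cultures in full serum.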

How the results depend on the processing

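The alternatives by voom, by fgsea on FPKM without a filter and by rescaling to the reads counted on genes were chosen after seeing the data, as was the comparison of splits of the libraries. A count test on recovered reads, edgeR against DESeq2, was planned for the case that whole reads can be recovered. That case arose and the test was still not run, because the rules set for this work allow it for counts and for reads recovered from values scaled by library size alone, not for FPKM. Voom on the recovered reads took its place.

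The count of genes past the threshold stayed within 1.5 times its value in every alternative, from 3193 to 5254 genes higher and from 3282 to 6576 lower. Of the 10 splits of the 6 libraries 1, the real one, gave as many genes, the smallest number that 3 against 3 allow. With a log2 fold change of at least 1 as well, the counts moved more. A pseudocount of 0.1 gave 1785 genes higher and 1229 lower, voom gave 1863 and 1306, a mean FPKM of at least 2 gave 705 higher from fewer genes tested, and TPM gave 1581 lower. A smaller pseudocount raises the fold changes of low genes by construction, while the cause of the TPM count was not tested. Leaving out each library in turn gave 1105 to 1126 higher and 628 to 698 lower genes with this fold change. TPM kept 8020 of the 9130 genes called on the deposited scale, and rescaling to the reads counted on genes kept 8523 with a median over all genes of -0.10.

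The KIF1A call depended on the scaling and on 1 library. Its log2 fold change was -0.028 in TPM, 0.17 after quantile normalization and 0.20 after median-ratio scaling, and from 0.12 to 0.19 across the 6 fits that each left out one library, the highest without LNCaP-AI replicate 3. The other 13 of 17 alternatives stayed on the side of the main result, among them voom at 0.15 and rescaling to the reads counted on genes at 0.05. In TPM KIF1A moved by -0.17 and the median gene by -0.18, so its change of sign follows the common scale. The cause of the other changes was not tested.

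Among the lists, hypoxia (0.44), EMT (0.59), sterol synthesis (0.64) and cell cycle (-0.13) no longer passed when the correlation was estimated from the data. The androgen response list passed under fry (-0.045), with fgsea (NES -1.77) and with fgsea without a filter (NES -1.65). The neuronal list passed under TPM (0.42), under rescaling to the reads counted on genes (0.35), under fry (0.35) and with fgsea without a filter (NES 1.41). The cell cycle list also lost the threshold with a mean FPKM of at least 2 (-0.10), with quantile normalization (-0.080) and with fgsea (NES -1.28). The cause was not tested. Without the expression filter, which adds genes of low FPKM, the medians were 0.24 for hypoxia, 0.088 for EMT and 0.0035 for neuronal. They were 0.58 for sterol synthesis, -0.082 for androgen response and -0.17 for cell cycle. Hypoxia and EMT still passed camera in this setting, and the neuronal list still did not (adjusted p = 0.142, camera). Leaving out each library kept every list on its side of the threshold, with medians from -0.08 to -0.01 for androgen response, 0.40 to 0.45 for hypoxia, 0.55 to 0.62 for EMT, 0.35 to 0.38 for neuronal, 0.59 to 0.69 for sterol synthesis and -0.15 to -0.11 for cell cycle.

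With camera at the preset correlation, the number of shifted chromosomes stayed between 7 and 9. It was 5 with the correlation estimated from the data and 19 with fry. At the preset correlation, chromosome 18 lost the threshold in 4 alternatives (no filter, TPM, without LNCaP replicate 2 and without LNCaP-AI replicate 2). Its adjusted p over the alternatives at this correlation ranged from 0.0167 to 0.124. Chromosome 18 also lost the threshold with the correlation estimated from the data (adjusted p = 0.781, camera) and kept it with fry (adjusted p = 0.00324).

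Apart from KIF1A, which is described above, 98 genes were named and tested, and 79 of them kept direction and call in all alternatives. In TPM, REST (-0.011), EZH2 (-0.12), NUF2 (-0.054), UBE2T (-0.062) and GNAI3 (-0.13) reversed, and after rescaling to the reads counted on genes EZH2 (-0.034) and GNAI3 (-0.041). EZH2 ran from -0.016 to 0.10 across the fits that each left out one library. None of these 5 passed the threshold in the main setting. The reversals in TPM and after rescaling to the reads counted on genes follow the common scale, since these genes moved by between -0.18 and -0.16 in TPM, close to the median gene, and by -0.089 and -0.077 after rescaling, against -0.076 for the median gene. In some alternative 9 named genes lost and 6 gained the threshold. The cause of these changes, and of the reversal of EZH2 without LNCaP replicate 1, was not tested.

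With the replicate number as a block, 4186 genes were higher and 4482 lower, 8393 of them shared with the fit without it. The KIF1A log2 fold change was 0.15 with the block, and its call, those of the lists and the number of shifted chromosomes were the same as without it. The numbers do not pair the cultures, since the deviations of same-numbered libraries from their group means correlated at 0.11, -0.05 and 0.01 across genes.

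Depth limits what can be said of the low NE genes. At these depths SRRM4 and CHGA had no more than 15 reads in any library and were not tested with limma.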

Differences from the paper's values

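KIF1A mRNA in LNCaP-AI cells was 1.11 times the LNCaP level in FPKM. The paper's value is about 4.6 in Fig. 2H, read by eye from the qPCR panel, whose error is an SD. None of the alternatives set before the data were examined closed the gap. The ratio was 0.981 in TPM, 1.14 after quantile normalization and 1.16 after median-ratio scaling, and between 1.09 and 1.15 with each library left out in turn.

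The heatmap of the RNA-seq values in Fig. 2H shows LNCaP-AI replicate 1 as the palest of the LNCaP-AI libraries. In the deposited values replicate 3 was the lowest of them, with a z-score of -0.12 against 1.11 for replicate 1 and 1.37 for replicate 2.

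The paper states that KIF1A mRNA was significantly higher in LNCaP-AI cells. The RNA-seq values did not pass the threshold over all genes (adjusted p = 0.0657, limma). They passed with quantile normalization (adjusted p = 0.0340, limma), with median-ratio scaling (adjusted p = 0.0186, limma) and without LNCaP-AI replicate 3 (adjusted p = 0.0388, limma), and also when adjusted over the genes named in the paper and OGA alone (adjusted p = 0.0479, limma).

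The paper states that neuronal genes were enriched in LNCaP-AI cells. The list tested here is not the paper's set. The neuronal list had a median of 0.35 and did not pass camera (adjusted p = 0.0952). It passed under fry (adjusted p = 6.18e-04) and in TPM (adjusted p = 0.0235). It also passed under 2 settings chosen after seeing the values, rescaling to the reads counted on genes (adjusted p = 0.0453) and fgsea without a filter (adjusted p = 0.0294).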

Other observations

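The test of sterol synthesis genes within the androgen response list was set before its result was seen, and the test of the mitochondrial genes was chosen only after the result was seen.

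The androgen response list did not pass camera although its members KLK2 and KLK3 had fallen strongly. A hypothesis was that the sterol synthesis genes within the list, which rose, hide a fall of the others. Without these 7 genes the remaining 84 had a median log2 fold change of -0.072 relative to all genes and still did not pass camera of limma, whose p for this single list was 0.104, so these genes are not the whole reason.

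Mitochondrial ribosomal RNAs and mRNAs went in opposite directions. MT-RNR2 fell from 18257 ± 1989 to 7647 ± 285 FPKM (SD, n = 3 each), a log2 fold change of -1.25, and MT-RNR1 had one of -1.72. Of the 13 mitochondrial mRNAs 12 were higher and their median log2 fold change was 1.27. MT-CO1 rose from 6169 ± 875 to 14768 ± 815 FPKM (SD, n = 3 each). One scaling factor per library would move all of them in one direction, so it is not the whole source of the pattern. Without the expression filter, neither MT-RNR2 (adjusted p = 0.355, limma) nor MT-CO1 (adjusted p = 0.260, limma) passed the threshold, and their adjusted p went as low as 7.07e-12 and 3.55e-11 in other alternatives. Differences in the removal of ribosomal RNA and in cell metabolism were not tested. These genes were chosen after their values were seen. Reads on mitochondrial genes made up 6.27% ± 0.662 in LNCaP and 8.34% ± 0.384 in LNCaP-AI libraries (SD, n = 3 each).

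Of the NE markers outside Fig. 2C, SYP had 18, 20 and 39 reads in LNCaP and 19, 21 and 9 reads in LNCaP-AI libraries (exact permutation test on FPKM, two-sided, p = 0.5). The paper shows SYP as protein by Western blot, which these reads do not measure. CHGA had 3, 0 and 15 reads in LNCaP and 0, 1 and 2 reads in LNCaP-AI libraries. INSM1 and NEUROD1, chosen after their values were seen, had at most 1 read in a library. ONECUT2 fell from 3.12 ± 0.217 to 1.38 ± 0.0580 FPKM (SD, n = 3 each), a log2 fold change of -0.79. REST, which overlaps NOA1 on the opposite strand, had a log2 fold change of 0.16 (adjusted p = 0.190, limma) that passed only without LNCaP replicate 2, at 0.25 (adjusted p = 0.0219, limma), with adjusted p from 0.0219 to 0.930 over its alternatives.

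The paper reports more OGT protein in LNCaP-AI than in LNCaP cells by Western blot, and by qPCR no effect of KIF1A on OGT mRNA. From assays of OGT half-life, ubiquitination and proteasome inhibition, it proposes that KIF1A stabilizes the OGT protein. It also found no significant difference of OGT mRNA in NEPC datasets. The mRNA levels given here do not measure protein stability and so do not test that proposal. In these libraries OGT mRNA (ENSG00000147162) fell from 52.2 ± 4.88 FPKM in LNCaP to 32.4 ± 1.89 FPKM in LNCaP-AI cells (SD, n = 3 each), a log2 fold change of -0.67 (adjusted p = 4.72e-04, limma). OGA (ENSG00000198408), which encodes the enzyme that removes the same modification, rose from 27.6 ± 1.64 to 43.7 ± 2.65 FPKM (SD, n = 3 each), a log2 fold change of 0.64 (adjusted p = 2.74e-04, limma). MYC had a log2 fold change of -0.80 and PRDX1 one of 0.61.

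The paper measured EMT markers as proteins after a change of KIF1A. In LNCaP-AI against LNCaP cells CDH1 mRNA rose from 122 ± 0.806 to 215 ± 1.39 FPKM (SD, n = 3 each) and VIM, which overlaps VIM-AS1 on the opposite strand, from 7.12 ± 0.598 to 13.2 ± 0.437 FPKM (SD, n = 3 each). CDH2 had no more than 2 reads in any library. Of the genes that the paper compares as candidates beside KIF1A, 8 were tested. STMN1 was higher (log2 fold change 0.34), CDC25B (-0.45), HJURP (-0.88) and MLLT11 (-0.94) were lower, and the other 4 did not pass the threshold. STMN1 did not pass in TPM. MLLT11 overlaps CDC42SE1 on the opposite strand. Of 51 genes, those the paper names and OGA, 40 were tested, with 14 higher, 16 lower and 10 not past the threshold over all genes, and 31 past it when adjusted over the list alone.

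The paper reports faster proliferation of LNCaP-AI cells in culture. The cell cycle list had a median log2 fold change of -0.13 relative to all genes (adjusted p = 0.0216, camera), a call lost in 4 alternatives, with adjusted p from 3.86e-04 to 0.299 over all of them. It held 8 higher and 19 lower genes among 41, and 28 passed when adjusted over the list alone against 27. TYMS, which overlaps TYMSOS and ENOSF1 on the opposite strand, changed most (-1.42), followed by MCM5 (-1.23) and MCM4 (-1.15). MKI67 was higher at 0.25 (adjusted p = 0.0205, limma), a call lost in 7 of 17 alternatives, TPM among them.

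Among the largest decreases were those of SYT4, from 149 ± 14.5 FPKM to 0 reads (at least 3711-fold lower), and PTGFR, from 51.5 ± 4.42 FPKM to 0 reads (at least 1359-fold lower; SD, n = 3 each). COLCA1 fell from 48.0 ± 2.30 to 0.0411 ± 0.0131 FPKM and DPP4, which overlaps AC008063.1 on the opposite strand, from 29.9 ± 2.51 to 0.0956 ± 0.0572 FPKM (SD, n = 3 each). SYT4 belongs to the neuronal list and is its largest change.

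The value of KIF1A in LNCaP replicate 1, 16.0 FPKM, equals 4648.12 reads at the step of that library, while the other values of the table lay within 0.00707 reads of whole numbers. The distance to 4648 reads is too small to change any result, and its origin was not tested.

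The labels describe a preparation from retina in the text on extraction, so retina and Y chromosome genes were checked. Of 20 retina genes 4 or 5 per library had an FPKM of at least 0.5, and the highest was OPN1SW at 2.86 FPKM in LNCaP-AI replicate 1. Of 9 Y chromosome genes 8 were at this level in each library.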
